# CdGAP promotes prostate cancer metastasis by regulating epithelial-to-mesenchymal transition, cell cycle progression, and apoptosis

**DOI:** 10.1038/s42003-021-02520-4

**Published:** 2021-09-07

**Authors:** Chahat Mehra, Ji-Hyun Chung, Yi He, Mónica Lara-Márquez, Marie-Anne Goyette, Nadia Boufaied, Véronique Barrès, Véronique Ouellet, Karl-Phillippe Guérard, Carine Delliaux, Fred Saad, Jacques Lapointe, Jean-François Côté, David P. Labbé, Nathalie Lamarche-Vane

**Keywords:** Urological cancer, Bone metastases, Metastasis

## Abstract

High mortality of prostate cancer patients is primarily due to metastasis. Understanding the mechanisms controlling metastatic processes remains essential to develop novel therapies designed to prevent the progression from localized disease to metastasis. CdGAP plays important roles in the control of cell adhesion, migration, and proliferation, which are central to cancer progression. Here we show that elevated CdGAP expression is associated with early biochemical recurrence and bone metastasis in prostate cancer patients. Knockdown of CdGAP in metastatic castration-resistant prostate cancer (CRPC) PC-3 and 22Rv1 cells reduces cell motility, invasion, and proliferation while inducing apoptosis in CdGAP-depleted PC-3 cells. Conversely, overexpression of CdGAP in DU-145, 22Rv1, and LNCaP cells increases cell migration and invasion. Using global gene expression approaches, we found that CdGAP regulates the expression of genes involved in epithelial-to-mesenchymal transition, apoptosis and cell cycle progression. Subcutaneous injection of CdGAP-depleted PC-3 cells into mice shows a delayed tumor initiation and attenuated tumor growth. Orthotopic injection of CdGAP-depleted PC-3 cells reduces distant metastasic burden. Collectively, these findings support a pro-oncogenic role of CdGAP in prostate tumorigenesis and unveil CdGAP as a potential biomarker and target for prostate cancer treatments.

## Abstract (web summary)

Mehra et al. investigate the role of CdGAP in early biochemical recurrence and bone metastasis in prostate cancer. The authors find that knocking down CdGAP leads to reduced cell motility, invasion and proliferation in PC-3 and 22Rv1 cells while orthotopic injection of CdGAP-depleted PC-3 cells reduces distant metastatic burden.

## Introduction

Prostate cancer is the second most commonly diagnosed cancer in men^1^. While patients bearing a localized tumor display high survival rates, once the tumor advances and metastasizes current therapies are limited and ineffective^2^. Thus, understanding the molecular mechanisms underlying prostate cancer progression is a pressing unmet need and the identification of novel therapeutic targets is necessary for the treatment of this disease.

Rho GTPases are a subfamily of the large Ras superfamily of small GTPases, which have important roles in cytoskeletal remodeling, cytokinesis, cell polarity, cell motility, cell invasion, and apoptosis^3^. Rho proteins act as molecular switches cycling between active GTP-bound and inactive GDP-bound states. This GDP/GTP cycle is regulated by guanine nucleotide exchange factors (GEFs) that promote the exchange of GDP for GTP while GTPase-activating proteins (GAPs) stimulate the intrinsic GTPase activity, leading to protein inactivation^4^. Given their key roles in normal cellular processes, it is not surprising that aberrant Rho signaling is frequently implicated in human tumors^3^. However, as the frequency of activating mutations in *RHO* genes is much less than in *RAS* genes in cancer patients^5^, the regulators of Rho GTPases have emerged as targets of subversion in cancer^3,6^. In particular, GAPs have been assigned tumor suppressor roles in cancer due to their ability to inactivate Rho GTPases, but recent evidence has emerged contradicting the existing dogma and implicating RhoGAPs as oncoproteins in several cancers, including breast and prostate cancers^6–10^.

Cdc42 GTPase-activating protein (CdGAP, also known as ARHGAP31) is a RhoGAP specific for Rac1 and Cdc42, but not Rho^11,12^. CdGAP is highly phosphorylated on serine and threonine residues in response to growth factors and is a substrate of the extracellular signal-regulated kinase (ERK), GSK-3, and p90 ribosomal S6 kinase (RSK), mediating cross-talk between the Ras/MAP kinase pathway and Rac1 regulation^13^. Previous studies have reported gain-of-function mutations in *ARHGAP31* in patients with the rare developmental Adams–Oliver syndrome (AOS), which is characterized by aplasia cutis congenita and terminal transverse limb defects^14^. In addition, there is compelling evidence to support a pro-oncogenic role for CdGAP in cancer progression. Notably, CdGAP is a serum-inducible gene and modulates cell spreading, lamellipodia formation, focal adhesion turnover, matrix-rigidity sensing, and durotaxis—implicating a role in cytoskeletal remodeling and cellular migration^15–17^. Furthermore, the loss of CdGAP in mice severely compromised embryonic vascular development and resulted in impaired VEGF-mediated angiogenesis, one of the hallmarks of cancer^18^. Moreover, CdGAP has been implicated in the regulation of the expression of E-cadherin—loss of which is a key step of epithelial-to-mesenchymal transition (EMT)—via two different mechanisms. Firstly, the expression of CdGAP has been shown to significantly disrupt mature epithelial cell–cell contacts^19^. Secondly, CdGAP was shown to translocate to the nucleus and form a functional complex with the transcriptional factor ZEB2 to repress E-cadherin expression in breast cancer cells^7^. Importantly, CdGAP mediates transforming growth factor (TGFβ)- and ErbB2-induced breast cancer cell motility and invasion in a GAP-independent manner^8^. In vivo, loss of CdGAP in ErbB2-transformed breast cancer cells impaired tumor growth and suppressed metastasis to the lungs^7^. Consistently, high expression of CdGAP correlated with poor disease-free survival in all subtypes of breast cancer patients^7^.

In this study, we sought to investigate the role of CdGAP/ARHGAP31 in prostate cancer. We first interrogated publicly available prostate cancer data sets with combined gene expression and clinical data, which demonstrated a positive association between high CdGAP expression and early biochemical recurrence (BCR) in prostate cancer patients. Knockdown of CdGAP in two human castration-resistant prostate cancer cell (CRPC) lines inhibited cell motility, invasion, and proliferation, even though higher levels of Rac1-GTP were detected in CdGAP-depleted PC-3 cells. Using global gene expression approaches, we found that CdGAP regulates the expression of genes involved in EMT but also genes involved in apoptosis and cell cycle progression. We correlated this effect with an increase in the cyclin-dependent kinase (CDK) inhibitor p21 levels, a concomitant arrest in the G1 cell-cycle phase, and an increased sensitivity of CdGAP-depleted PC-3 cells to doxorubicin-induced apoptosis. Furthermore, loss of CdGAP delayed tumor initiation, decreased tumor volume and tumor size in subcutaneous xenografts, and reduced distant metastasic burden in an orthotopic model of prostate cancer. Consistently, an elevated cytoplasmic CdGAP expression in prostate cancer cells was associated with bone metastasis in prostate cancer patients, further supporting an important role for CdGAP in prostate cancer progression. Therefore, our study revealed that CdGAP is an important regulator of prostate tumor progression and metastasis.

## Results

### Elevated levels of CdGAP expression in human prostate cancer is associated with a decreased time to disease recurrence

One of the first indications of prostate cancer recurrence following initial response to therapy is the rise of the prostate-specific antigen (PSA) in the blood of patients defined as time to BCR. Therefore, to assess the clinical relevance of CdGAP in prostate cancer, we first determine whether CdGAP/ARHGAP31 expression is associated with BCR by analyzing publicly available datasets. In The Cancer Genome Atlas (TCGA_PRAD) dataset, when stratifying patients according to *ARHGAP31* expression by maximally selected rank statistic (Supplementary Fig. 1a), Kaplan–Meier analysis revealed that patients with high *ARHGAP31* expression trends toward a shorter time to BCR (*p* = 0.053; Fig. 1a). In the Mortensen dataset, Kaplan–Meier analysis showed that patients with high *ARHGAP31* expression had a significantly shorter time to BCR (*p* = 0.0064; Fig. 1b and Supplementary Fig. 1b). Strikingly, no BCR was observed within 5 years in patients with low *ARHGAP31* in contrast to 70% of patients with high *ARHGAP31*. Moreover, Kaplan–Meier analysis of TCGA_PRAD patients stratified based on *ARHGAP31* gain and amplification (cBioPortal, www.cbioportal.org;^20^) demonstrated shorter time to BCR in patients with altered *ARHGAP31* (*p* = 0.0021; Fig. 1c). Together, these data suggest that CdGAP is a positive modulator of prostate cancer recurrence.

**Fig. 1:**
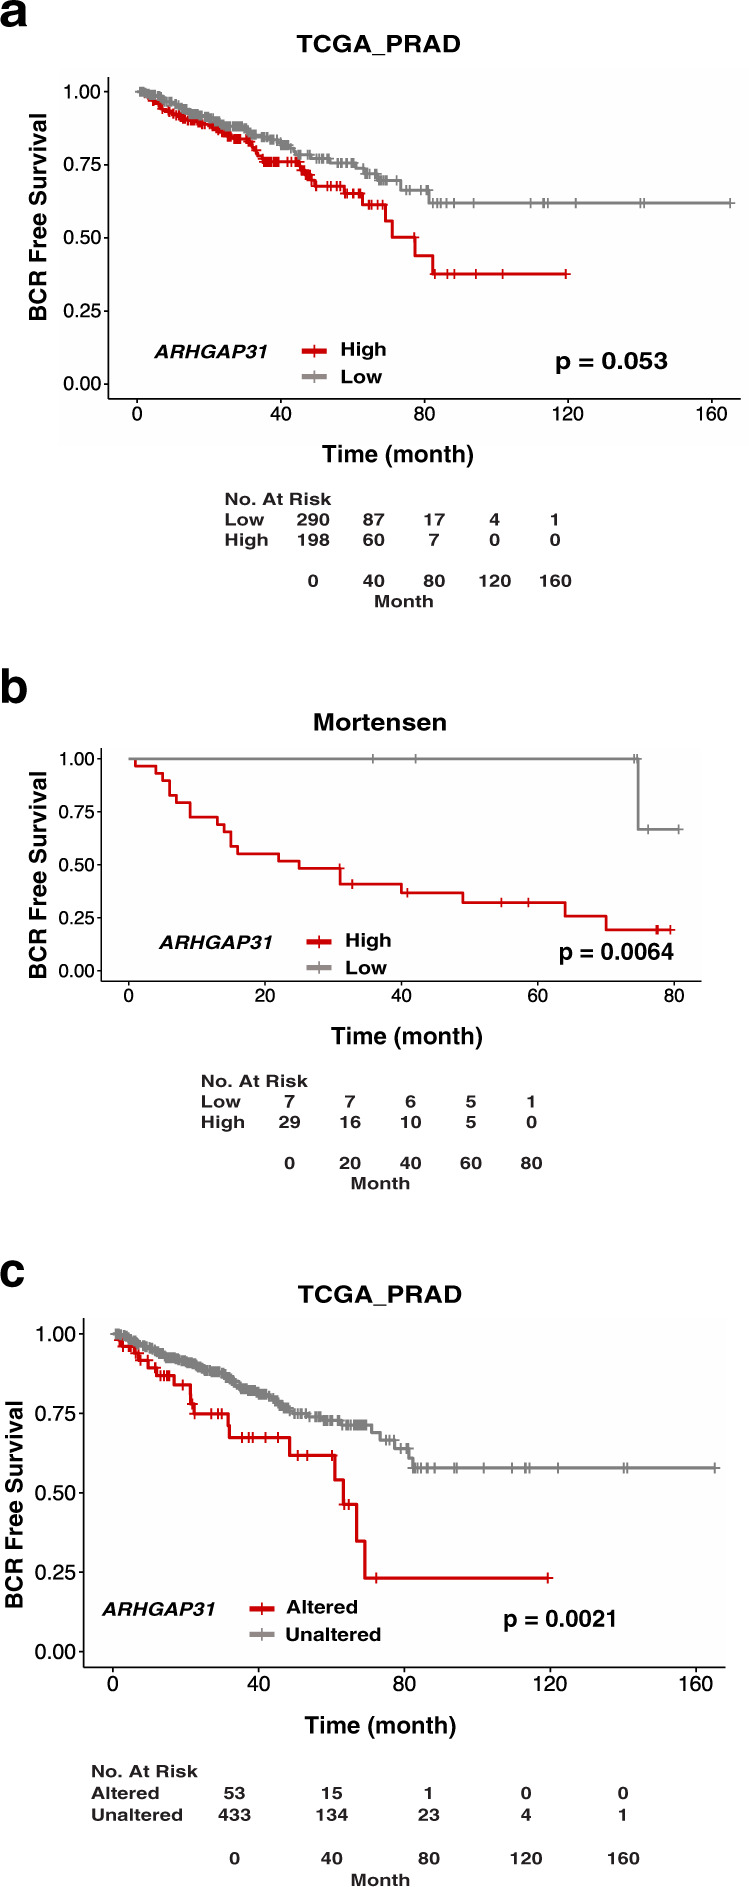
High CdGAP expression is positively correlated with cancer recurrence. **a**, **b** Kaplan–Meier curves of biochemical recurrence (BCR) free survival for TCGA_PRAD (**a** *n* = 488 patients; *p* = 0.053) and for Mortensen et al. dataset (**b** *n* = 36 patients; *p* = 0.0064) based on *ARHGAP31* transcript levels by using maximally selected rank statistics. **c** Kaplan–Meier curves of BCR-free survival based *ARHGAP31* gene alterations (gain and amplification) in TCGA provisional data set (*n* = 486 patients; analyzed through cBioPortal; *p* = 0.0021).

### CdGAP depletion in PC-3 cells increases the levels of active Rac1

We next sought to determine the expression of CdGAP in human prostate cancer cell lines^21^. CdGAP expression was undetectable in the androgen-dependent cell line LNCaP (Fig. 2a, b, and Supplementary Fig. 2a). Low levels of CdGAP were found in the CRPC DU-145 and 22Rv1 cell lines while high CdGAP protein and mRNA levels were detected in CRPC PC-3 cells (Fig. 2a, b, and Supplementary Fig. 2a). Consistently, *ARHGAP31* gene expression level in multiple prostate cancer cell lines obtained from the Prensner dataset^22^ revealed the highest *ARHGAP31* expression in the PC-3 cell line (Supplementary Fig. 2b). Similar to CdGAP expression in human breast cancer cell lines we also found an inverse correlation between CdGAP and E-cadherin expression levels in human prostate cancer cell lines (Fig. 2a, b). In addition, we observed nuclear and cytoplasmic localization of CdGAP in PC-3 cells (Supplementary Fig. 2c) as previously reported in breast cancer cells^7,13^.

**Fig. 2:**
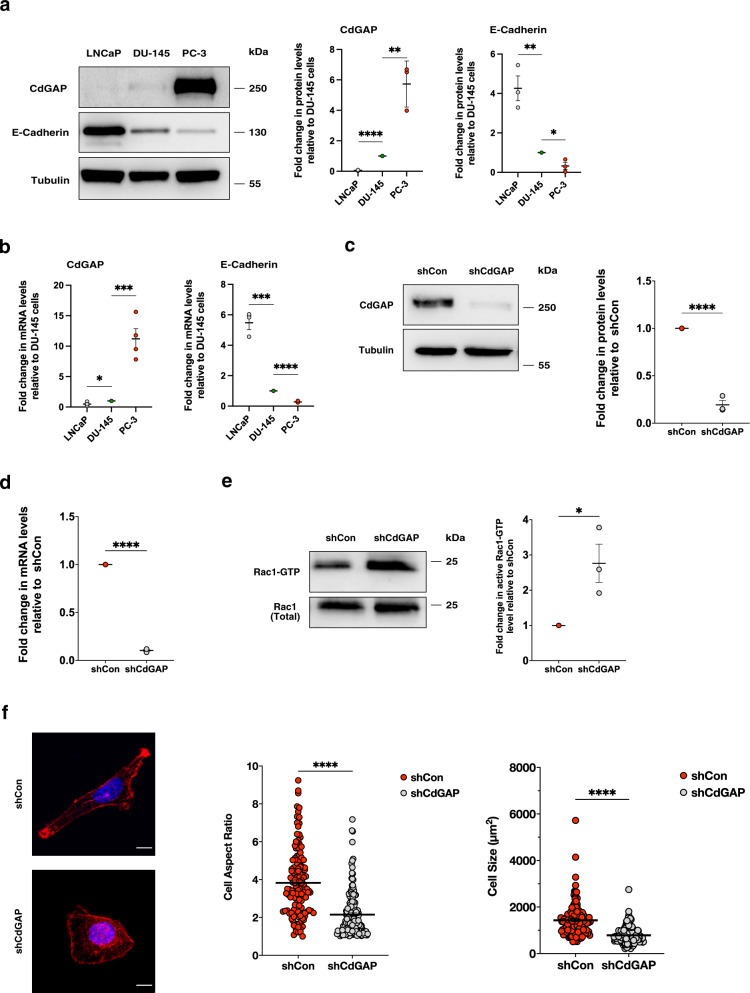
Loss of CdGAP results in elevated Rac1-GTP levels in PC-3 cells. **a** Immunoblot analysis of CdGAP and E-cadherin in human prostate cancer cell lines DU-145, LNCaP, and PC-3. Tubulin was used as a loading control. Graphs provide a densitometry analysis of CdGAP and E-cadherin protein levels represented as the fold change relative to DU-145 cells (*n* = 3). **b** mRNA levels of CdGAP (*n* = 4) and E-cadherin (*n* = 3) represented as the fold change relative to DU-145 cells. **c** Immunoblot analysis of CdGAP levels in PC-3 cells infected with scrambled control (shCon) or shRNA targeting CdGAP (shCdGAP). Tubulin was used as a loading control. The graph provides a densitometry analysis of CdGAP protein levels represented as the fold change relative to control (*n* = 3). **d** mRNA levels of CdGAP represented as the fold change relative to control (*n* = 3). **e** GTP-bound Rac1 was pulled down using GST-CRIB from control (shCon) or CdGAP-depleted PC-3 (shCdGAP) cell lysates. TCL: total cell lysates. Graphs provide a densitometry analysis of GTP-bound Rac1/total Rac1 represented as the fold change relative to control (*n* = 3). **f** Control and shCdGAP PC-3 cells were plated on coverslips coated with fibronectin. Actin filaments and nuclei were stained using phalloidin-TRITC and DAPI. Scale bar represents 10 μm. Cell aspect ratio and cell size were quantified (*n* = 3). shCon: total number of cells = 130; shCdGAP: total number of cells = 166. Two-sample unpaired Student’s *t* test for comparison between two groups with Welch’s correction in (**f**). Error bars indicate SEM. ****p < 0.0001 ***p < 0.001; **p < 0.01; *p < 0.05.

To examine whether CdGAP is involved in pro-tumorigenic behaviors such as cell motility and invasion, proliferation, and tumorigenesis of CRPC cells, we generated stable PC-3 and 22Rv1 cell lines knockdown for CdGAP using short-hairpin RNA (shRNA) lentiviruses (Supplementary Fig. 2d, e). Clone 2 of shCdGAP PC-3 cells led to a 90% reduction of CdGAP protein and mRNA levels when compared with control shRNA (Fig. 2c, d, and Supplementary Fig. 2d). Similarly, a 90% reduction of CdGAP protein expression was achieved in shCdGAP 22Rv1 cells (Supplementary Fig. 2e). We assessed the effect of CdGAP depletion on the levels of active Rac1 in CdGAP-depleted PC-3 cells by performing a GST-CRIB pull-down assay. Loss of CdGAP resulted in a 2.7-fold increase in Rac1-GTP levels (Fig. 2e), leading to significant morphological cell changes (Fig. 2f). In contrast to the elongated PC-3 control cells, CdGAP-depleted cells showed a rounded cell morphology with a decreased cell area and cell aspect ratio (Fig. 2f). Therefore, these results demonstrate that CdGAP acts as a major GAP for Rac1 in PC-3 cells.

### CdGAP silencing impairs prostate cancer cell migration, invasion, and proliferation

To assess the role of CdGAP in prostate cancer cell migration and invasion, we performed transwell migration and invasion assays as well as wound healing assays. Control shRNA or CdGAP-depleted PC-3 and 22Rv1 cells migrated towards the bottom chamber, which contained media with 10% fetal bovine serum over a period of 24 h. Loss of CdGAP significantly impaired PC-3 and 22Rv1 cell migration and invasion. CdGAP knockdown inhibited PC-3 and 22Rv1 cell migration by 65% and 40%, respectively (Fig. 3a and Supplementary Fig. 3a), and transwell invasion through Matrigel by 74% and 40%, respectively (Fig. 3b and Supplementary Fig. 3b). Furthermore, CdGAP-depleted PC-3 cells were significantly less efficient to migrate in a wound healing assay over a period of 27 h (Fig. 3c and Supplementary Movies 1 and 2). Even though 22Rv1 cells were less migratory than PC-3 cells, loss of CdGAP in 22Rv1 cells significantly reduced the wound confluence compared to control cells (Fig. 3d and Supplementary Movies 3 and 4). We further confirmed the impact of CdGAP on human prostate cancer cell migration and invasion by ectopic expression of CdGAP in DU-145 and 22Rv1 cells and in the androgen-sensitive LNCaP cell line (Supplementary Fig. 3c). Consistently, CdGAP overexpression in all three cell lines significantly increased cell migration and invasion (Fig. 3e, f and Supplementary Fig. 3d, e). Increased migratory capacity of cells depends on their ability to rapidly attach and detach with the extracellular matrix^23^. Thus, we next determine whether CdGAP depletion also affects the ability of PC-3 cells to adhere to fibronectin and type I collagen. We found that loss of CdGAP had no significant impact on the ability of PC-3 cells to adhere to fibronectin or type 1 collagen (Fig. 3g). Then, we examined the impact of CdGAP on prostate cancer cell proliferation. CdGAP depletion significantly reduced proliferation of PC-3 and 22Rv1 cells over a period of 5 days in culture (Fig. 4a and Supplementary Fig. 3f). We extended this analysis and performed a colony formation assay that revealed a 73% decrease in the number of colonies formed by CdGAP-depleted cells compared to control shRNA PC-3 cells (Fig. 4b). Collectively, these results indicate that CdGAP is a regulator of prostate cancer cell migration, invasion, and proliferation.

**Fig. 3:**
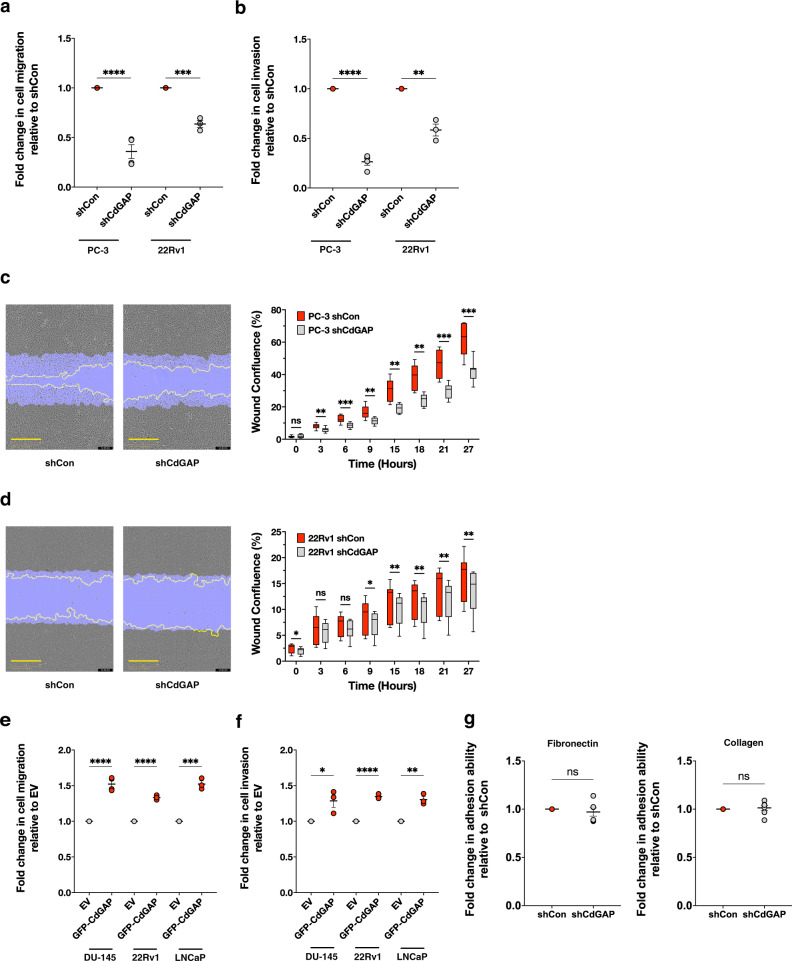
CdGAP promotes cell migration and invasion in CRPC cells. **a**, **b** Quantification of transwell migration (**a**) and invasion (**b**) assays of CdGAP-depleted PC-3 and 22Rv1 (shCdGAP) cells with corresponding controls (shCon) (*n* = 3). **c**, **d** Representative images from the wound healing assays of CdGAP-depleted PC-3 (**c**) and 22Rv1 (**d**) (shCdGAP) cells with corresponding controls (shCon). Scale bar, 400 μm. Quantification of the wound confluence over a period of 27 h (*n* = 3). **e**, **f** Quantification of transwell migration (**e**) and invasion (**f**) assays of DU-145, 22Rv1, and LNCaP cells transfected with either empty vector (EV) or GFP-CdGAP (22Rv1, LNcaP: *n* = 3; DU-145: *n* = 4). **g** Adhesion assays of CdGAP-depleted PC-3 (shCdGAP) and control cells (shCon) on fibronectin and collagen type 1 (*n* = 4). Two-sample unpaired Student’s *t* test for comparison between two groups. Error bars indicate SEM. ****p < 0.0001 ***p < 0.001; **p < 0.01; *p < 0.05. n.s. not significant.

**Fig. 4:**
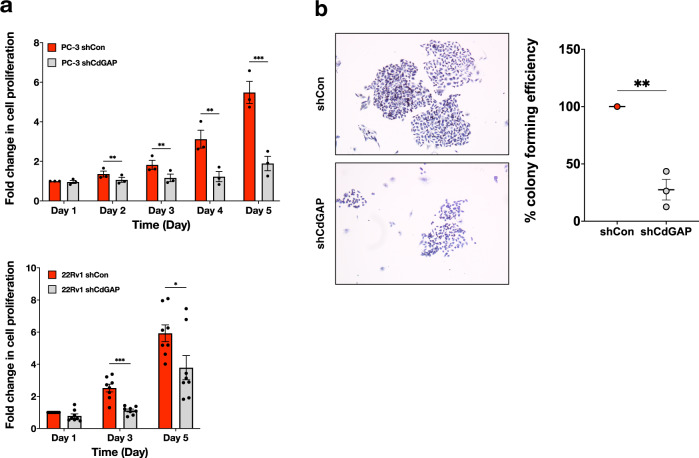
CdGAP promotes cell proliferation in CRPC cells. **a** MTT assays from control (shCon) or CdGAP-depleted (shCdGAP) PC-3 and 22Rv1 cells over a period of 5 days (PC-3: *n* = 3; 22Rv1: *n* = 8). **b** Representative images of an in vitro colony formation assay. Scale bar represents 100 μm. Colony-forming efficiency is plotted relative to control PC-3 cells (*n* = 3). Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). Error bars indicate SEM. ***p < 0.001; **p < 0.01; *p < 0.05.

### CdGAP modulates the expression of genes related to EMT, apoptosis, and cell cycle arrest

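PC-3 is an established human prostate cancer cell line. RNA from 3 samples of PC-3 cells carrying an shRNA against CdGAP (shCdGAP) and 3 samples carrying a control shRNA (shCon) was sequenced, and the authors deposited the number of reads counted on each of 64253 Ensembl genes, without normalization. According to the methods, reads were aligned to GRCh38 with STAR and counted with featureCounts. The headers of the count tables name featureCounts 1.6.0 and Ensembl release 77, with strand-specific counting of read pairs, while the methods name another version and a single-read kit. The 3 shCdGAP libraries held 40352893, 43154039 and 34011175 counted reads, and the 3 shCon libraries 42386698, 42786971 and 33182796. From these counts, differential expression was computed with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 16439 genes kept by edgeR's expression filter. No pairing between samples was assumed. According to the methods, CdGAP-depleted PC-3 cells were selected as single-cell clones. A difference between such a clone and the control cells is therefore not separated from an effect of CdGAP in any comparison below. ARHGAP31, the gene encoding CdGAP (ENSG00000031081, chromosome 3 from 119294373 to 119420714), had 1072, 1181 and 926 reads in shCdGAP replicates 1, 2 and 3. It had 2472, 2557 and 1923 reads in the corresponding shCon replicates. Scaled to library size, this gave 26.8 ± 0.351 CPM (SD, n = 3) in shCdGAP cells and 59.2 ± 1.22 CPM (SD, n = 3) in control cells. The log2 fold change was -1.14 (standard error 0.0409, adjusted p = 8.75e-08), a reduction of 54.7%, and it stayed between -1.17 and -1.14 when each library was left out in turn.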

To gain mechanistic insights into the pro-migratory and proliferative role of CdGAP in prostate cancer cells, we performed transcriptomic analysis on CdGAP-depleted PC-3 cells compared to control shRNA PC-3 cells. Differential gene expression analysis identified 1384 upregulated and 720 downregulated mRNAs in CdGAP-depleted PC-3 cells compared to control cells (Fig. 5a and Supplementary Data 1). 

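At an adjusted p-value under 0.01 and an absolute log2 fold change above 1, the thresholds of Fig. 5a, edgeR's quasi-likelihood test called 1407 genes higher and 689 genes lower in shCdGAP cells. Without a fold-change limit, 7587 of the 16439 tested genes had an adjusted p-value under 0.01. Testing against a log2 fold change of 1 with edgeR's glmTreat moved these numbers most, to 658 higher and 340 lower genes. All 2096 called genes had the 3 shCdGAP libraries on one side of the 3 shCon libraries. That separation held for 67.1% of the tested genes, where chance gives 10%. Of the 689 lower genes, 130 lie on chromosome 13, which holds 271 of the tested genes. Among called genes with an average log2 CPM of at least 3, the largest increases belonged to MMP2, DAAM2, LPCAT2, TSPAN18 and TREM1. MMP2 (chromosome 16 from 55389700 to 55506691) had no read in any shCon library and 71.9 ± 18.3 CPM (SD, n = 3) in shCdGAP cells, at least 924-fold higher. Without a filter on low counts it did not pass 0.01 (adjusted p = 0.0160 by edgeR, the highest of its alternatives, the lowest being 2.24e-40). DAAM2 was at least 660-fold and LPCAT2 at least 288-fold higher, against shCon libraries with at most 1 read. LPCAT2 lies close beside MMP2, from 55508998 to 55586670 on chromosome 16, so their increases may not be separate events. TSPAN18 rose by a log2 fold change of 9.36 (standard error 0.128, adjusted p = 1.86e-09). The largest decreases belonged to MUC5AC, MUC5B, TINAGL1, EPB41L3 and LCN2. EPB41L3 had 125 reads in shCdGAP replicate 2 against 13 and 10 in replicates 1 and 3. Its log2 fold change was -5.03 with all libraries and -7.04 without shCdGAP replicate 2. It passed 0.01 in 11 of 12 alternatives, and its highest adjusted p was 0.0136 by edgeR. MUC5B (chromosome 11 from 1223066 to 1262172) fell from 271 ± 18.5 to 4.35 ± 0.708 CPM (SD, n = 3 each), a log2 fold change of -5.95 (standard error 0.105, adjusted p = 1.10e-08). MUC5AC lies close beside MUC5B, from 1157953 to 1201138, so their decreases may not be separate events either. LCN2 fell from 1309 ± 22.8 to 65.4 ± 40.9 CPM (SD, n = 3 each), with 4905 reads in shCdGAP replicate 2 against 1769 and 1376 in replicates 1 and 3, and it lies on chromosome 9 among genes with a median log2 fold change of -0.52.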

Gene set enrichment analysis (GSEA; Hallmark) revealed that gene sets associated with EMT and apoptosis were enriched in CdGAP-depleted cells (Fig. 5b, c). In addition, gene sets associated with cell proliferation, including G2M checkpoint, E2F, and MYC targets were significantly depleted in cells with compromised CdGAP expression (Fig. 5b, c). Furthermore, gene ontology analysis centered on biological processes revealed that genes related to chemotaxis, cell motility, and the urogenital system development were amongst the most significantly affected in CdGAP-depleted cells (Fig. 5d). In this way, CdGAP has also been shown to modulate EMT and cell motility gene expression profiles in breast cancer cells^7^. Indeed, loss of CdGAP in ErbB2-expressing mouse mammary tumor cells and in human breast cancer MDA-MB-231 cells resulted in a decrease of SNAIL1 and ZEB2 concomitantly with an increase of E-cadherin and reinstatement of cellular adherens junctions^7^. In contrast to the effects observed in breast cancer cells, CdGAP depletion in PC-3 cells led to a significant increase in SNAIL1 (*SNAI1*) and a decrease in E-cadherin (*CDH1*) mRNA and protein levels (Fig. 5e, f). On the other hand, the levels of two mesenchymal markers N-cadherin (*CDH2*) and Slug (*SNAI2*) were significantly decreased in CdGAP-depleted PC-3 cells (Fig. 5e, f). 

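The Hallmark sets were not used here. In their place, lists of genes written before the counts were examined were tested by preranked enrichment with fgsea, with genes ranked by the signed square root of edgeR's F statistic and Benjamini-Hochberg adjustment over 8 lists. The lists for mesenchymal and matrix genes and for the interferon response were written after the first rows of Supplementary Data 1 had been read, so they are not independent of these libraries. The mesenchymal and matrix list was higher in shCdGAP cells (78 genes tested, normalized enrichment score 1.65, adjusted p = 0.00835). Its genes went both ways, with 42 higher and 36 lower and a median log2 fold change of 0.13. Of these, 20 were called upregulated and 8 downregulated. At an adjusted p-value under 0.01, 55 of its genes passed when adjusted over the list alone and 54 over all genes. Among the downregulated genes, COL4A1 (-1.30) and COL4A2 (-1.06) lie on chromosome 13 beyond position 46553168, where genes had a median log2 fold change of -1.62. Their decrease may thus be shared with their neighbours. POSTN, the list's other gene on chromosome 13, was higher and lies before that position. The apoptosis list was not distinguishable from the other genes (62 genes tested, normalized enrichment score 0.912, adjusted p = 0.615), with 38 genes higher and 24 lower. The fry test asks whether the genes of a list shifted in a common direction on average, and not whether they shifted more than other genes. Under fry the adjusted p of the apoptosis list was 0.00205, and its alternatives ran from there to 0.706. The interferon response list had the highest score (70 genes tested, normalized enrichment score 2.54, adjusted p = 3.82e-12), with 65 genes higher, 5 lower and a median log2 fold change of 0.80. Under camera with an estimated correlation between genes, the adjusted p was 0.109 for both the mesenchymal and the interferon list, which then did not pass the threshold of 0.05. Their lowest values under alternatives were 7.64e-05 and 2.66e-17.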

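The S phase list of the Seurat package was lower in shCdGAP cells (43 genes tested, normalized enrichment score -2.14, adjusted p = 4.34e-05 by fgsea). Of its 43 genes, 39 were lower, with a median log2 fold change of -0.37, and 28 passed an adjusted p-value of 0.01 over all genes by edgeR (29 adjusted over the list alone). Under camera with an estimated correlation its adjusted p was 0.605, the highest among alternatives that otherwise reached down to 3.14e-09. The G2/M phase list of the same package did not pass the threshold of 0.05 (54 genes tested, normalized enrichment score -1.18, adjusted p = 0.225), with 26 genes higher and 28 lower and a median log2 fold change of -0.01. A list of ribosome biogenesis genes, which stands beside the MYC targets, was slightly lower (56 genes tested, normalized enrichment score -1.49, adjusted p = 0.0319), with 39 genes lower and a median log2 fold change of -0.08. Without shCdGAP replicate 2 its adjusted p was 0.333, and its alternatives ran from 0.0101 to 0.718.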

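Gene ontology terms were not used here. Genes named as chemokine ligands, which stand beside the chemotaxis term, were tested as a list by fgsea. Of 43 such genes, 16 had enough reads to be tested, with a normalized enrichment score of 1.59 (adjusted p = 0.0319) and a median log2 fold change of 0.63. They moved in both directions, with 6 called upregulated and 3 downregulated by edgeR, and 10 passed an adjusted p-value of 0.01 over all genes (12 adjusted over the list alone). The following members were chosen after their values were seen. CCL2 rose from 20.4 to 502 mean CPM and CXCL8 from 354 to 1640, while CCL20 fell from 41.3 to 9.73. The list no longer passed the threshold when only genes with at least 10 reads in every library were kept (adjusted p = 0.0509). It also did not pass under camera with an estimated correlation (adjusted p = 0.109), while the lowest value under its alternatives was 0.000169.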

A decrease expression of these genes has been consistently reported as correlated with a decrease in cell motility^24^. 

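In the RNA-seq counts, SNAI1 (chromosome 20 from 49982999 to 49988886) rose from 4.53 ± 0.508 CPM in control cells to 9.96 ± 0.540 in shCdGAP cells (SD, n = 3 each). Its log2 fold change by edgeR was 1.13 (standard error 0.103, adjusted p = 1.93e-05). CDH1 (chromosome 16 from 68737225 to 68835548) fell from 58.3 ± 1.63 to 35.2 ± 13.4 CPM (SD, n = 3 each). Every shCdGAP library lay below every shCon library, but the log2 fold change of -0.72 (standard error 0.265, adjusted p = 0.0636) did not pass the threshold of 0.01. A single library decided this call. Replicate 2 of shCdGAP held 2199 CDH1 reads against 1200 and 872 in replicates 1 and 3. Without that library the log2 fold change was -1.09 (adjusted p = 9.45e-18 by edgeR). The same fit gave far smaller adjusted p for other genes as well, such as 1.18e-25 against 8.75e-08 for ARHGAP31. The size of the CDH1 value is therefore no measure of the evidence on CDH1. CDH2 (chromosome 18 from 27950966 to 28177446) fell by 0.46 on the log2 scale (standard error 0.0534, adjusted p = 9.32e-05). SNAI2 (chromosome 8 from 48917690 to 48921740) was not distinguishable between the groups, with 14.7 ± 1.92 CPM in shCdGAP cells and 16.3 ± 0.344 in control cells (SD, n = 3 each, adjusted p = 0.203 by edgeR), and the groups overlapped. The paper reasons from the enriched and depleted gene sets together with the qPCR and immunoblot levels of these 4 genes (Fig. 5e, f), and sets the rise of SNAI1 and the fall of CDH1 against the effects seen in breast cancer cells.

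**Figure D1:**
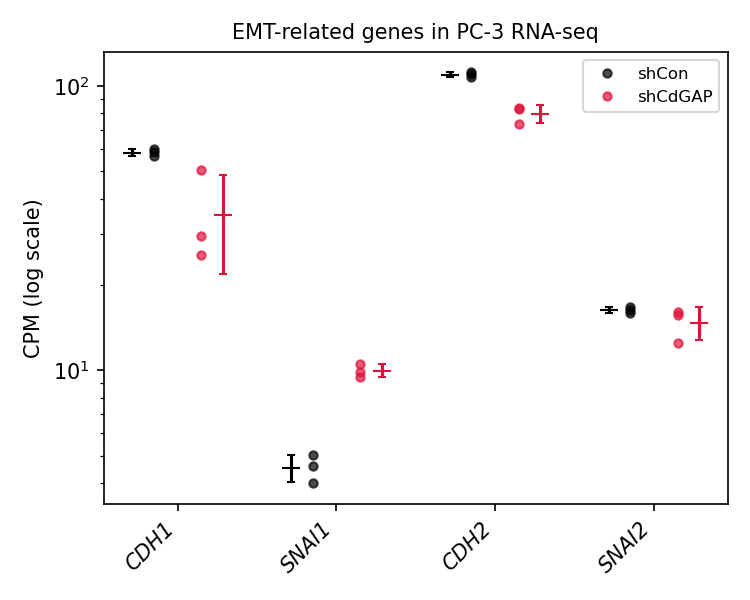
CPM (log scale) of CDH1, SNAI1, CDH2 and SNAI2 in the 3 shCon (black) and 3 shCdGAP (red) libraries. Points are libraries, and horizontal bars with whiskers are the mean and SD. SNAI1 is higher in every shCdGAP library, CDH1 and CDH2 are lower in every one, and SNAI2 overlaps.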

Altogether, these results suggest that CdGAP affects cell motility and EMT gene expression in prostate cancer.

**Fig. 5:**
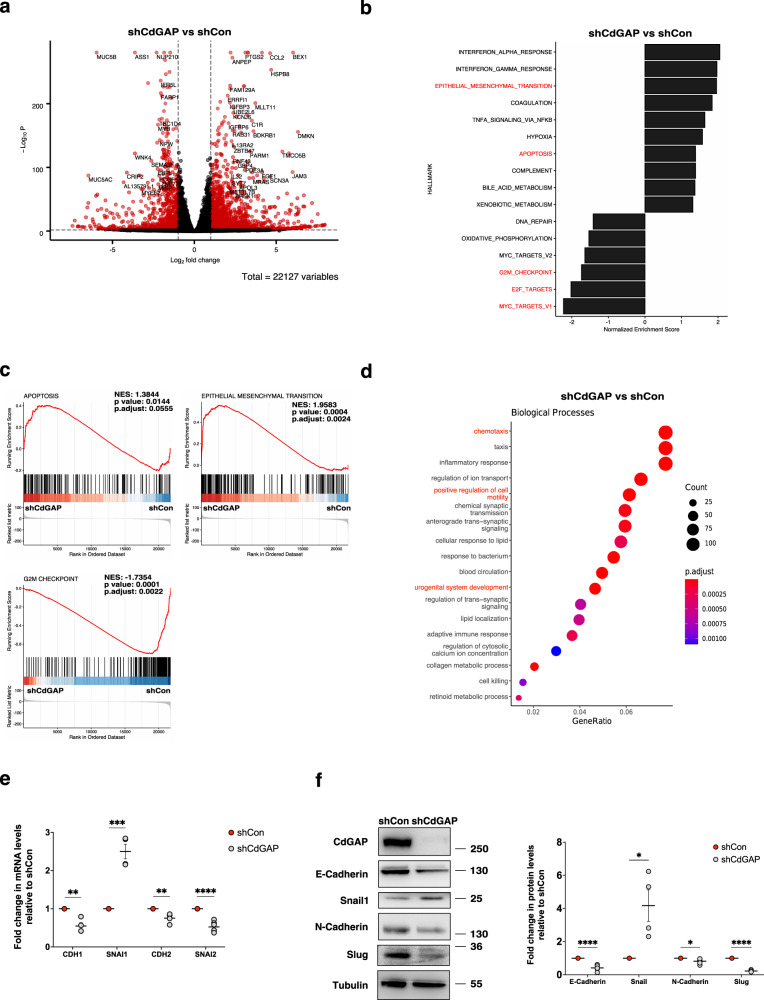
CdGAP controls a set of EMT, cell cycle, and apoptosis-related genes. **a** Volcano plot of the differentially expressed genes between shCdGAP PC-3 and shControl cells. Red dots represent genes with an absolute fold change > 1 (log2FC = 1) and adjusted *p*-value < 0.01. **b** Normalized enrichment scores (NES) of significantly enriched and depleted Hallmark gene sets identified via GSEA in shCdGAP vs. shControl cells (*p*-value < 0.05). **c** Enrichment plots depicting selected gene sets significantly enriched (apoptosis, EMT) or depleted (G2M Checkpoint) in CdGAP-depleted PC-3 cells. **d** Top modulated biological processes enriched in CdGAP-depleted cells. **e** qPCR analyses of the EMT-related genes after CdGAP downregulation. (*CDH1*, *SNAI1*, *CDH2*: *n* = 4; *SNAI2*: *n* = 6). **f** Immunoblot analysis of the EMT-related proteins after CdGAP downregulation. Tubulin was used as a loading control. Graphs provide a densitometry analysis of the indicated protein levels represented as the fold change relative to control. (Snail1, Slug: *n* = 4; E-Cadherin: *n* = 5; N-Cadherin: *n* = 6). Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). Error bars indicate SEM. ****p < 0.0001 ***p < 0.001; **p < 0.01; *p < 0.05.

In addition, a subset of genes encoding cell cycle checkpoint proteins was significantly increased in CdGAP-depleted cells compared to control shRNA cells (Fig. 6a). Accordingly, the increased levels of the CDK inhibitor p21 (*CDKN1A*) (Fig. 6a, b), which is crucial in the regulation of G1 cell cycle progression^25,26^ was validated by qPCR, showing a threefold increase in CdGAP-depleted PC-3 cells compared to control shRNA cells (Fig. 6b). 

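Of the 13 genes in the heatmap of Fig. 6a, 6 had more and 7 had fewer reads in shCdGAP than in control cells. All 12 that had enough reads to be tested passed an adjusted p-value of 0.01 by edgeR's quasi-likelihood test, both over all genes and adjusted over the list alone, a list that the study chose on these libraries. The higher genes were CDKN2B, CDKN1C, CDKN2D, GADD45A, CDKN1A and GADD45G. GADD45A (chromosome 1 from 67685061 to 67688338) rose from 33.5 ± 1.10 to 68.2 ± 2.18 CPM (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.0451, adjusted p = 2.57e-07). CDKN2D had a log2 fold change of 1.03, CDKN2B of 1.34 and CDKN1C of 2.05. The shCdGAP libraries spread widely for the last 2 genes, with 5150 CDKN2B reads in replicate 2 against 3168 and 2544 in replicates 1 and 3. CDKN2B did not pass 0.01 without a filter on low counts (adjusted p = 0.0163 by edgeR, the highest of its alternatives, the lowest being 2.59e-26). GADD45G had 27, 6 and 18 reads in the shCdGAP libraries and none in the shCon libraries, at least 5.69-fold higher, and was too low for the test. The lower genes were CCNE2, CDC14B, TFDP1, RB1, CDC16, TGFB2 and CCNA1, with log2 fold changes from -1.01 for CCNE2 to -2.25 for TGFB2. RB1 (chromosome 13 from 48303751 to 48481986) fell from 79.7 ± 3.17 to 26.3 ± 0.714 CPM (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.0464, adjusted p = 3.17e-08). TFDP1 (chromosome 13 from 113584721 to 113641470) had a log2 fold change of -1.77 and CDC16 (chromosome 13 from 114234887 to 114272723) of -1.48. These 3 genes lie in a stretch of chromosome 13 where 89 of 90 genes with an average log2 CPM of at least 3 were lower in shCdGAP cells, with a median log2 fold change of -1.62. CDC14B (chromosome 9 from 96490241 to 96619830), at -1.22, lies among genes with a median log2 fold change of -0.41.

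**Figure D2:**
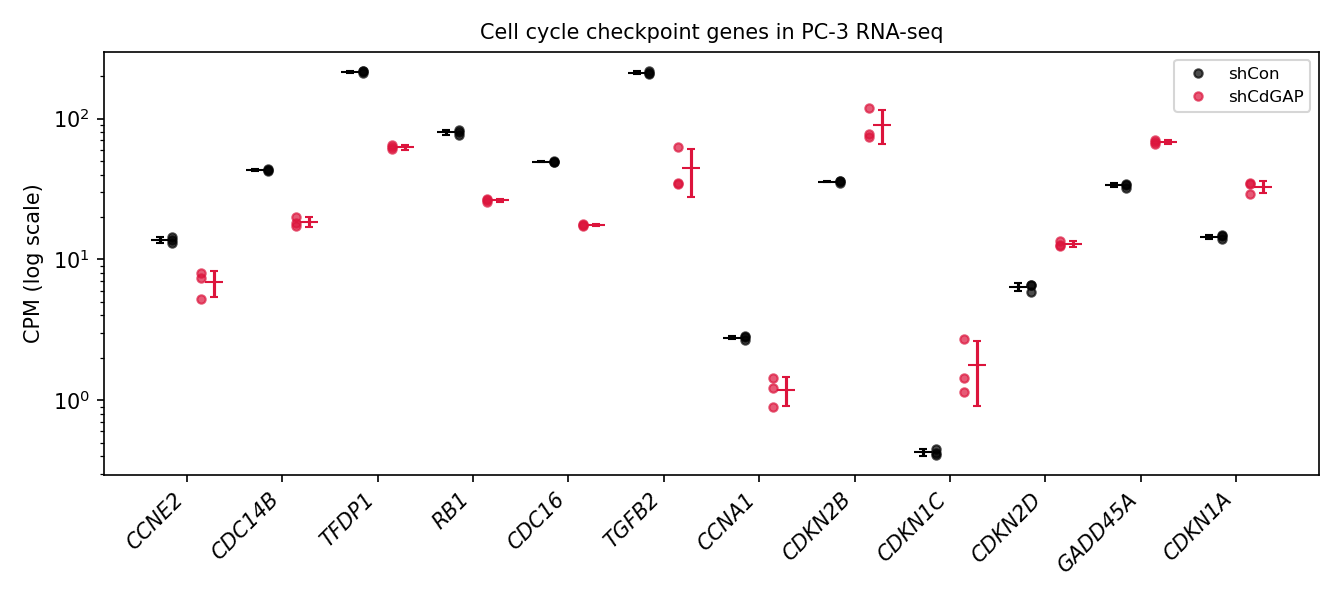
CPM (log scale) of the 12 tested checkpoint genes in the 3 shCon (black) and 3 shCdGAP (red) libraries. Points are libraries, and horizontal bars with whiskers are the mean and SD. The 7 genes on the left are lower and the others higher in shCdGAP cells, and GADD45G, without shCon reads, is not drawn.

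**Figure D3:**
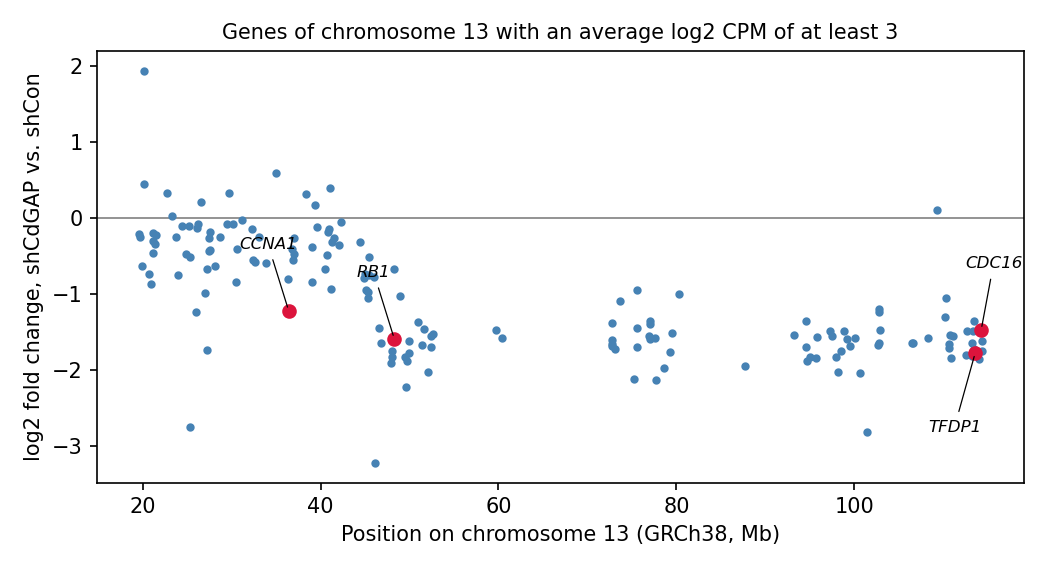
Log2 fold change (shCdGAP against shCon) of the genes of chromosome 13 with an average log2 CPM of at least 3 (blue), by start position in Mb, with RB1, TFDP1, CDC16 and CCNA1, which is below that level, in red. The 90 genes beyond position 46553168 have a median of -1.62 and the 76 genes before it a median of -0.37.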

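CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687339) had 1400, 1263 and 1194 reads in the shCdGAP libraries and 584, 626 and 482 in the shCon libraries. Normalized, these were 32.8 ± 3.26 and 14.4 ± 0.472 CPM (SD, n = 3 each), a 2.27-fold difference. The log2 fold change was 1.18 (standard error 0.0782, adjusted p = 2.86e-06 by edgeR's quasi-likelihood test), and it lay between 1.13 and 1.25 when each library was left out in turn.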

To assess the role of CdGAP on G1 cell cycle progression, flow cytometry analysis was conducted by staining cellular DNA with propidium iodide (PI). It revealed a significant increase of cell population in the G1 phase cell cycle (61%) in CdGAP-depleted PC-3 cells compared to control shRNA cells (53%), therefore limiting the percentage of cells in the S (from 26 to 22%) and G2 (from 21 to 16%) phases (Fig. 6c). Next, we examined whether CdGAP could affect cell death by inducing apoptosis in PC-3 cells submitted to a 12h-doxorubicin treatment followed by Annexin V/PI flow cytometry analysis. As shown in Fig. 6d, we observed a significant increase in the apoptotic cell population in CdGAP-depleted PC-3 cells (6%) compared to control cells (0.5%) when treated with vehicle. Increased concentrations of doxorubicin treatment induced cell apoptosis in a dose-dependent manner in both shRNA control cells and shCdGAP cells. However, CdGAP-depleted cells were significantly more sensitive to doxorubicin-induced cell apoptosis compared to control cells in all doxorubicin conditions tested (doxorubicin 5 µM; 37% in shCdGAP cells compared to 9% in control cells; Fig. 6d). Therefore, the loss of CdGAP resulted in G1 cell cycle arrest with a concomitant increase in cell apoptosis in PC-3 cells, which correlates with a decrease of cell proliferation observed in CdGAP-depleted cells (Fig. 4a, b). Taken together, these analyses revealed CdGAP as a key modulator of prostate cancer cell proliferation through the control of apoptosis and cell cycle genes.

**Fig. 6:**
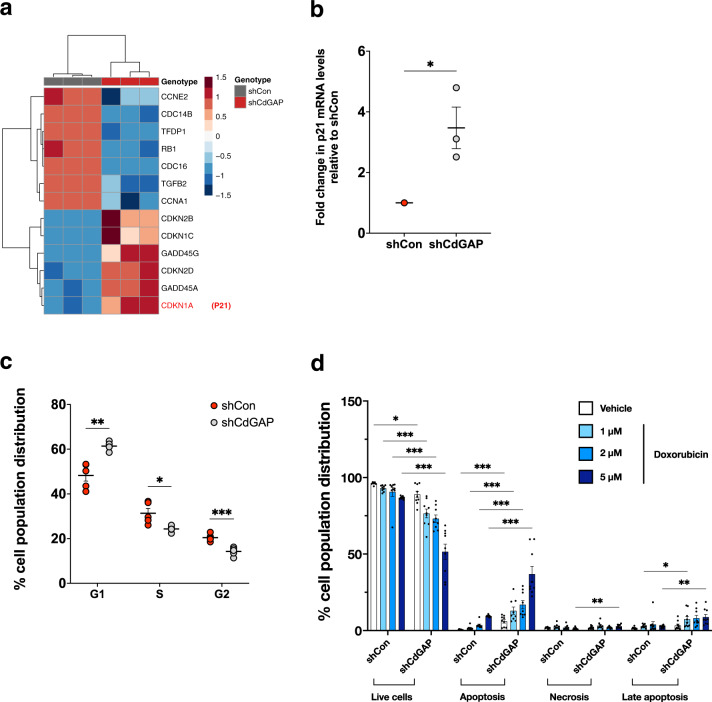
CdGAP regulates G1 cell cycle progression and apoptosis. **a** Heatmap depicting cell-cycle checkpoint genes altered in CdGAP-depleted cells. **b** p21 mRNA levels in shCon (control) and shCdGAP PC-3 cells (*n* = 3). **c** Flow cytometry analysis of cell cycle distribution for CdGAP-depleted (shCdGAP) and control PC-3 cells. Cell cycle distribution is represented as the percentage of cells at each phase (*n* = 3). **d** Flow cytometry analysis of cell death in CdGAP-depleted (shCdGAP) and control PC-3 cells treated with doxorubicin (1, 2, and 5 µM) or vehicle (DMSO 0.05%) for 12 h. The percentage of cell population distribution (live, apoptosis, necrosis, late apoptosis) is represented (*n* = 3). Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). Error bars indicate SEM. ***p < 0.001; **p < 0.01; *p < 0.05.

### The loss of CdGAP delays subcutaneous tumor formation and attenuates tumorigenesis induced in vivo

We next determined the role of CdGAP in tumorigenesis in vivo by injecting subcutaneously control shRNA cells or CdGAP-depleted PC-3 cells into athymic mice. The loss of CdGAP significantly delayed tumor formation with a 2.6-fold difference between the control group and the shCdGAP group of mice (Fig. 7a). In addition, 73% of the mice injected with CdGAP-depleted cells led to tumor formation compared to 100% of mice injected with control cells (Fig. 7a). Consistently, the endpoint tumors from the shCdGAP group of mice were smaller compared to the control group (Fig. 7b), which correlated with a significant twofold reduction in tumor volume and tumor weight from the shCdGAP cohort compared to control mice at 34 days post-injection (Fig. 7c, d). Together, these data demonstrate that CdGAP promotes tumorigenesis.

**Fig. 7:**
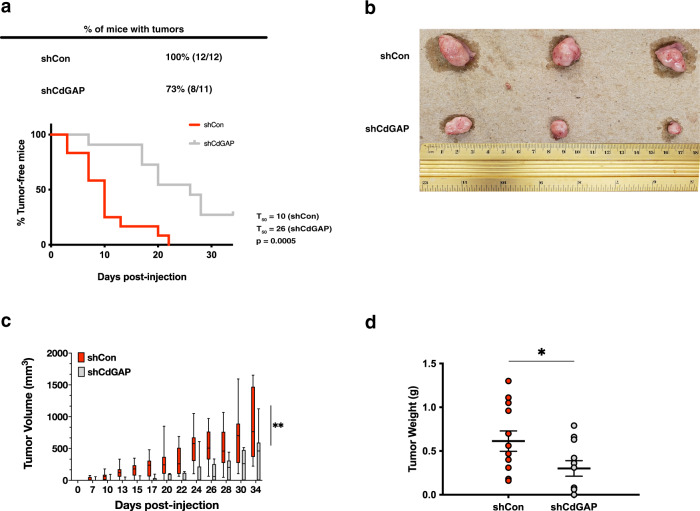
Loss of CdGAP delays subcutaneous tumor formation of PC-3 cells in vivo. Control (shCon) or CdGAP-depleted (shCdGAP) PC-3 cells were injected into the right flanks of 7-week-old nude mice. **a** Kaplan–Meier analysis of tumor-free mice using tumor initiation as an endpoint. Time of tumor initiation was defined as when a tumor reached a volume of 20 mm^3^. **b** Representative photographs of endpoint tumors that formed in control (*n* = 12) and shCdGAP (ndGAP) groups of mice. **c** Growth curves of subcutaneously formed tumors. Tumor volume was measured three times a week up to 34 days and is presented as the mean volume of each group (control = 12; shCdGAP = 11). Error bars indicate standard deviation (SD). **d** Tumor weight was measured at endpoint from control (*n* = 12) and shCdGAP (*n* = 11) groups of mice. Error bars indicate SEM. Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). **p < 0.001; *p < 0.05.

### CdGAP knockdown attenuates distant metastasis in an orthotopic model

To further investigate CdGAP function in prostate cancer metastasis, we injected CdGAP-depleted PC-3 cells or control shRNA cells expressing luciferase into athymic mouse prostates. We then measured the resulting orthotopic xenograft formation and evaluated metastasis formation by bioluminescence imaging. In contrast to subcutaneous tumor formation (Fig. 7), loss of CdGAP did not significantly affect prostate tumor weight and volume at the endpoint (Fig. 8a–d). Histological analysis of primary tumors showed a typical adenocarcinoma morphology with no major differences between control and CdGAP-depleted injected mice (Fig. 8e). However, an increase in cell apoptosis as demonstrated by a significant increase in cleaved caspase-3 staining was detected in prostate tumors from mice injected with shCdGAP cells (Fig. 8f) whereas no difference in the cell proliferation marker Ki-67 or CD-31 staining was detected between control and shCdGAP tumors (Supplementary Fig. 4a, b). Local metastasis to the urogenital system, including kidneys and testes, was detected by post-mortem bioluminescence in 100% of control and shCdGAP group of mice (Fig. 8g, h; Supplementary Fig. 5). However, distant metastasis to the intestines was detected by post-mortem bioluminescence in 100% of control mice compared to 50% of CdGAP-depleted injected mice, which showed fewer lesions compared to control mice (Fig. 8g, h; Supplementary Fig. 5). Moreover, post-mortem bioluminescence in the legs and paws suggested distant metastasis to the bones in control mice, which was reduced in CdGAP-depleted injected mice (80% of control mice vs. 33% of shCdGAP mice) (Fig. 8g, h; Supplementary Fig. 5). Histological analysis of kidneys revealed tumorigenic lesions in both control and mice injected with shCdGAP cells (Fig. 8i), validating the bioluminescence images obtained post-mortem (Fig. 8g and Supplementary Fig. 5). Therefore, these results suggest a role for CdGAP in promoting prostate cancer metastasis.

**Fig. 8:**
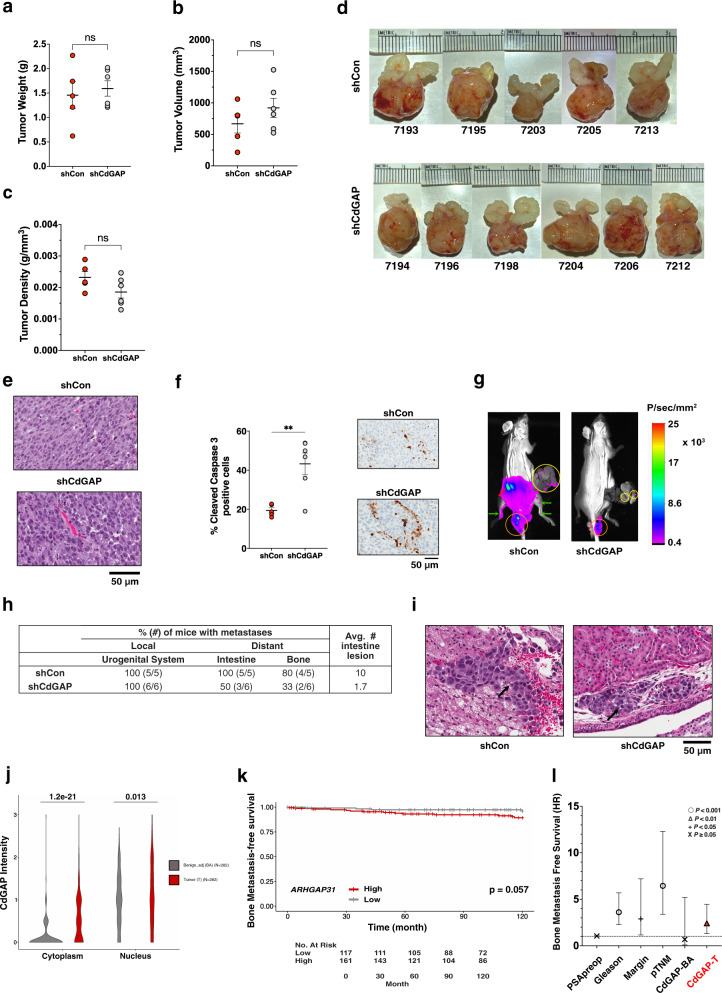
CdGAP controls metastatic progression. **a**–**d** Weight, volume, and density of primary tumors and representative photographs of primary tumors collected from control (shCon) or CdGAP-depleted (shCdGAP) PC-3 cells-injected mice at the experimental endpoint (28 days) (shCon: *n* = 5; shCdGAP: *n* = 6). Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). Error bars indicate SEM. ns: not significant. **e** Representative images of H&E staining of primary tumors. **f** Quantification of apoptotic cells in primary tumors by assessing the percentage of cleaved caspase-3 positive cells (shCon: *n* = 5; shCdGAP: *n* = 6). Representative images of IHC staining of cleaved caspase-3 in primary tumors. Two-sample unpaired Student’s *t* test for comparison between two groups (shCon; shCdGAP). Error bars indicate SEM. **p < 0.01. **g** Representative images of metastases found in control or CdGAP-depleted PC-3 cells-injected mice following ex vivo bioluminescent imaging at the experimental endpoint (28 days). Each mouse was exposed for 4 min after removal of the primary tumor. Yellow circle, intestine; orange circle, testis; red arrow, kidney; green arrows, legs. **h** Percentage (number; #) of mice with local and distant metastases quantified following ex vivo bioluminescent imaging at the experimental endpoint (28 days). The average number (#) of intestine lesions was quantified in each control and shCdGAP mice with metastases. **i** Representative images of H&E staining of the kidneys from control (shCon) or CdGAP-depleted (shCdGAP) PC-3 cells-injected mice. Black arrows show tumor lesions. **j** Violin plots of CdGAP intensity as scored in benign adjacent (BA) and matched tumor (T) tissue cores from the TF123 TMA (*n* = 282; cytoplasm, *p* = 1.2 × 10^−21^; nucleus, *p* = 0.013; Wilcoxon rank-sum test). **k** Kaplan–Meier curves of bone metastasis-free survival (10 years) based on CdGAP cytoplasmic staining in tumor cores from the TF123 TMA (*p* = 0.057). **l** Univariable analyses revealed that high CdGAP expression in tumor (CdGAP-T) cores are a prognostic factor for progression to bone metastasis (Supplementary Table 2).

### Increased levels of cytoplasmic CdGAP expression in human prostate cancer is associated with reduced bone metastasis-free survival

Next, we examined the expression of CdGAP on a panel of radical prostatectomy specimens from 285 prostate cancer patients using the TF123 tissue microarray (TMA) series^27^ (Supplementary Fig. 6 and Supplementary Table 1). Since we have previously reported nuclear and cytoplasmic localization of CdGAP in breast tumor specimens^7^, the nuclear and cytoplasmic intensity of CdGAP expression was evaluated within each tissue core (Fig. 8j). Notably, CdGAP cytoplasmic intensity was significantly greater in tumor (T) tissue cores in comparison to matched benign adjacent (BA) tissue cores (average fold change = 4.781; *p* = 1.2e−21; Fig. 8j). In contrast, comparable CdGAP nuclear intensity was detected between T and matched BA tissue cores (average fold change = 1.123; *p* = 0.013; Fig. 8j). Kaplan–Meier analyses demonstrated that high CdGAP cytoplasmic intensity in cancer cells was associated with a trend toward increased risk of developing bone metastasis in prostate cancer patients (*p* = 0.057; Fig. 8k). Strikingly, univariable analyses revealed that patients with greater CdGAP cytoplasmic intensity in their tumor tissues (CdGAP-T) were more likely to develop bone metastatic lesions (*p* = 0.005, hazard ratio (HR) = 2.416, 95% CI: 1.310–4.453; Fig. 8l and Supplementary Table 2). Taken together, these data demonstrate the importance of CdGAP in prostate cancer metastasis and suggest that CdGAP could be used as a biomarker to identify patients at risk of progressing toward a metastatic disease.

## Discussion

Tumorigenesis is a multistep process that involves the modulation of cell proliferation, survival, migration, and invasion. The mechanisms controlling prostate cancer metastasis still remain an unresolved issue and a better understanding of prostate cancer progression will help to identify novel molecular targets for prostate cancer treatment and diagnosis. Our data presented here outline the possibility that CdGAP/ARHGAP31, a negative regulator of Rac1 and Cdc42, acts as an oncoprotein rather than a tumor suppressor in prostate cancer. We demonstrate that CdGAP is required for two CRPC cell lines, PC-3 and 22Rv1 cells, to proliferate, migrate, and invade the extracellular matrix. The mechanisms through which CdGAP promotes cell growth and migration involve the regulation of G1 cell cycle progression, apoptosis, and EMT genes (Fig. 9). Consistently, CdGAP is required for the establishment and growth of subcutaneous primary tumors. However, CdGAP expression did not affect the formation of orthotopic primary prostate tumors, highlighting the influence of the tumor microenvironment in the development of tumorigenesis^28^. Hence, CdGAP supports the development of prostate cancer distant metastasis in an orthotopic model and is associated with bone metastasis in patients. This work has broad implications to further improve our understanding of RhoGAPs as oncogenes and their potential impact as cancer therapeutics.

**Fig. 9:**
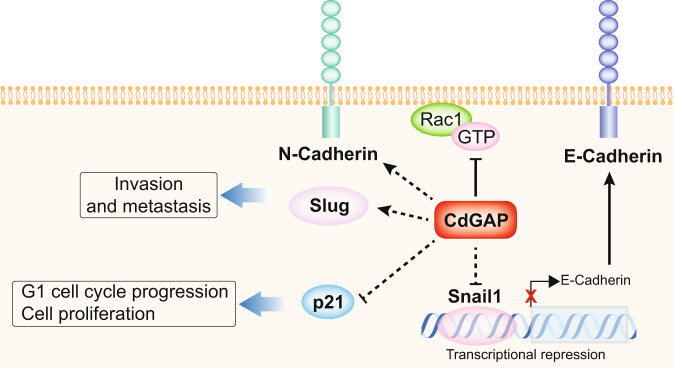
Working model for the role of CdGAP in prostate cancer metastasis. High levels of CdGAP, a Rac1/Cdc42 inhibitor, are pro-oncogenic controlling cell invasion, metastasis, and proliferation. The mechanisms through which CdGAP promotes cell growth and migration involve the regulation of G1 cell cycle progression, apoptosis, and EMT genes. High levels of CdGAP result in increased expression of the mesenchymal markers N-cadherin and Slug, promoting invasion and metastasis while reduced levels of the CDK inhibitor p21 induce G1 cell cycle progression and cell proliferation. In addition, CdGAP negatively regulates the levels of the E-cadherin transcriptional repressor Snail1 in PC-3 cells.

Several lines of evidence suggest that CdGAP may have a pro-tumorigenic role in cancer. As a GAP for Rac1 and Cdc42, CdGAP is a key regulator of actin-cytoskeletal remodeling conferring pro-migratory roles to CdGAP^11^. Furthermore, CdGAP was shown to have a key role in the regulation of directional membrane protrusions of migrating osteosarcoma cells^16,17^. Of note, CdGAP appears to be the major RhoGAP expressed in HER2/ErbB2-induced mouse breast tumors^29^. In line with this, downstream of TGFβ and ErbB2 signaling pathways, CdGAP was shown to regulate cell migration and invasion in an ErbB2-induced mouse breast cancer cell model^8^. Furthermore, loss of CdGAP suppressed the ability of breast cancer cells to induce primary tumors and metastasize to the lungs^7^. Here, we found that elevated levels of CdGAP expression in a cohort of human prostate cancer patients were associated with an increased risk of bone metastasis in patients. These results are in good agreement with the depletion of CdGAP in PC-3 cells resulting in a reduction of distant metastasis to the intestines and potentially to the bones in an orthotopic model. In this way, analysis of gene expression datasets also revealed the positive correlation between elevated CdGAP gene expression and BCR in prostate cancer patients. Thus, this study presents data regarding *CdGAP*/*ARHGAP31* as a gene associated with prostate cancer metastasis and a potential target in the treatment of aggressive prostate cancer.

In order to migrate and invade, cells have to undergo a well-characterized process known as EMT. Some hallmarks of this process include upregulation of the expression of mesenchymal markers Snail1, Slug, N-cadherin, and downregulation of epithelial markers such as E-cadherin, ZO-1, and claudins. In direct contrast to our previous study of CdGAP in breast cancer^7,8^, downregulation of CdGAP resulted in a further decrease of E-cadherin levels, primarily because of the net increase in the levels of the E-cadherin transcriptional repressor Snail1. When we investigated further, we observed a decrease in other mesenchymal markers such as Slug and N-cadherin. Expression of both Slug and N-cadherin has been correlated in several reports with increased motility and an aggressive cancer phenotype^30,31^. Thus, although the marked decrease in E-cadherin levels upon CdGAP downregulation contrasts with the findings in breast cancer, the regulation of other genes hints at a differential mechanism of action of CdGAP in prostate cancer. Whether N-cadherin and Slug are direct targets of CdGAP during the regulation of EMT in prostate cancer need to be further investigated. Nevertheless, the differential regulation of EMT genes highlights an important role of CdGAP in the migration and invasion of prostate cancer cells.

Further investigation of the proliferative capacities using in vivo subcutaneous injections demonstrated that CdGAP-depleted tumors exhibited delayed tumor onset, reduced tumor volume, and tumor weight, in comparison to control tumors and this further substantiated the results obtained from the in vitro experiments. In contrast, prostate orthotopic injection of CdGAP-depleted cells did not alter the formation of primary tumors. These differences highlight the importance of the tumor microenvironment and stroma-tumor interaction in prostate cancer growth and progression^28^. Cancer cells are sensitive to their surrounding cells and factors that contribute to reprogramming the tumor cells to either grow or arrest proliferation. The global transcriptional reprogramming in CdGAP-depleted PC-3 cells may support a positive niche for the tumors to develop in the prostate tissue environment, which may be different in a subcutaneous tumor context. For instance, the upregulation of regulatory factors including TGFβ and FGF1 in CdGAP-depleted cells could differentially influence the role of CdGAP in prostate cancer growth in a specific tumor microenvironment.

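FGF1 (chromosome 5 from 142592178 to 142698070) rose from 0.714 ± 0.0641 CPM in control cells to 12.4 ± 1.07 in shCdGAP cells (SD, n = 3 each), a log2 fold change of 4.13 (standard error 0.125, adjusted p = 3.74e-08 by edgeR). The 3 genes encoding TGFβ did not move together. TGFB3 rose by a log2 fold change of 0.77 (standard error 0.0495, adjusted p = 2.37e-06). TGFB1 rose by 0.31 (standard error 0.0657, adjusted p = 0.00326), and no longer passed 0.01 when any one of the shCon libraries was left out, with adjusted p from 0.0159 to 0.0211. TGFB2 fell from 211 ± 4.81 to 44.2 ± 16.4 CPM (SD, n = 3 each), a log2 fold change of -2.25 (standard error 0.266, adjusted p = 0.00115).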

In this study, we have also observed a significant reduction in CdGAP-deficient 22Rv1 cell proliferation and a robust attenuation of cell proliferation as well as a decrease in colony-formation ability when CdGAP was depleted in PC-3 cells. The colonies in CdGAP-depleted PC-3 cells were loose and scattered from one another and unable to form compact ones as observed in control PC-3 cells. Furthermore, transcriptomics analysis of CdGAP-depleted cells revealed alterations in a subset of genes encoding cell cycle checkpoint proteins including increased levels of the CDK inhibitor p21. Consistently, we observed that the loss of CdGAP in PC-3 cells led to an arrest in the G0/G1 phase with an increase in cell apoptosis. Previous reports have implicated RhoGAPs in the regulation of CDK inhibitors^6^. Notably, depletion of ARHGAP11A in basal-like breast cancer cells was shown to lead to cell-cycle arrest mediated by p27 while depletion of RacGAP1 led to an increase in p21 protein associated with an increase in senescence^10^. This study identified both these RhoGAPs as oncogenic GAP essential for the regulation of cell proliferation^6,10^. By contrast, ARHGAP24 (FilGAP) emerged as a tumor-suppressor in renal cell carcinoma by inhibiting G1/S phase cell cycle progression, increasing apoptosis, and inhibited tumor growth^32^. ARHGAP10 has also been consolidated as a tumor-suppressor in ovarian cancer cells by inhibiting cell cycle progression and inducing apoptosis resulting in suppression of tumorigenesis^33^.

Rho proteins organize the cytoskeleton, therefore their regulators and effectors are involved in maintaining normal homeostasis and are prone to alteration due to oncogenic transformations^3^. The pro-oncogenic role of CdGAP in breast^7,8^ and prostate cancer challenges the existing paradigm and adds to the list of the emerging RhoGAPs acting as positive modulators of cancers^6^. Notably, in ovarian and colorectal cancer the expression of RacGAP1 positively correlated with lymph node metastasis and poor survival, respectively^34,35^. As well, p190A, a RhoGAP for RhoA has been implicated as an oncogenic GAP in osteosarcoma, colorectal, lung and breast cancer^36^.

In conclusion, the current study highlights the involvement of CdGAP in prostate cancer development and metastasis by regulating cell proliferation, migration, and death. CdGAP might be a valuable prognostic biomarker for metastasis and a therapeutic target in the treatment of prostate cancer.

## Methods

### Mortensen and TCGA analyses

The Mortensen dataset (GSE46602)^37^ is a microarray-based dataset (Affymetrix U133 2.0 Plus), comprising 36 laser microdissected prostate cancer samples and 14 normal prostate samples. Data files with probes values (.CEL files) and sample data were downloaded from NCBI Gene Expression Omnibus (GEO) database (GEO, http://www.ncbi.nlm.nih.gov/geo/) using getGEO-function of GEOquery package_2.54.1^38^. Read count and samples clinicopathological information from The Cancer Genome Atlas (TCGA) PRAD dataset was downloaded from the TCGA database (http://tcga-data.nci.nih.gov/tcga/)^39^ using Bioconductor package TCGAbiolinks_2.14.1^40^. We used TCGA level 3 data that comprise 52 normal, 498 cancer, and 1 metastasis samples excluded from the analysis. *ARHGAP31* gene alteration (gain and amplification) information was downloaded from cBioPortal (cBioPortal, www.cbioportal.org).

#### Data processing

Microarray raw data (.CEL files) were read and preprocessed by Oligo Bioconductor package_1.50.0^41^. Probe intensities were summarized using Robust Multi Array Average (RMA) algorithm. This step includes a background correction, a quantile normalization, and a log2 transformation of the data. Probes with low intensity were filtered and the batch effect was corrected using the ComBat-function of the sva Bioconductor package_3.34.0^42^. Hugo Gene Symbols were mapped to each probe in the platform using hgu133plus2.db annotation_3.2.3 package^43^ and genes with multiple probe sets were collapsed using CollapseRows-function (“MaxMean” argument) from WGCNA package_1.69^44^. TCGA RNA-seq sequencing read counts were normalized for sequencing depth using the size factor method implemented in Deseq2_1.26.0 package^45^.

#### Survival analyses

To conduct survival analyses, expression data from Mortensen et al. (microarray-based) studies were transformed to *z*-score while expression data from TCGA (RNA-seq based) datasets was transformed using the variance-stabilizing transformation implemented in the Deseq2_1.26.0 package^45^. Patients were divided into high expression and low expression groups by optimal cutpoint calculated by survcutpoint-function of survminer_0.4.6^46^ package (Supplementary Fig. 1a, b). Differences in patient’s recurrence‐free survival between groups were estimated by Kaplan–Meier survival analysis and log‐rank tests using R package survival_3.1-12^47^ and survival curves were generated using survminer_0.4.6^46^ package. All data analysis and statistical tests were performed in R version 3.6.2 (2019-12-12).

### Cell culture, DNA constructs, and transfection

PC-3, LNCaP, 22Rv1, and DU-145 prostate cancer cells (ATCC) were cultured in RPMI 1640 (Wisent: 350-000-CL) supplemented with 2 mM L-Glutamine, 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, and maintained in a humidified incubator at 37 °C with 5% CO_2_. Cell lines were regularly tested for mycoplasma contamination but they have not been authenticated. Blasticidin-resistant PC-3 cells previously transfected with empty vector pcDNA6/A (Invitrogen, Carlsbad, CA, USA) were transduced for stable bicistronic co-expression of ZsGreen and luciferase (pHIV-Luc-ZsGreen, AddGene, Watertown, MA, USA). Fluorescence-activated cell sorting was used (BD FACSAria Fusion, San Jose, CA, USA) to select the ZsGreen and luciferase positive PC-3 cells for subsequent experiments. To generate stable CdGAP-knockdown cell lines, PC-3 cells or luciferase-expressing PC-3 cells were infected with short hairpin RNA (shRNA) targeting CdGAP lentiviruses (5′-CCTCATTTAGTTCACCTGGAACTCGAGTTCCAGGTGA ACTAAATGAGG-3′; Sigma: TRCN0000047639), and 22Rv1 cells were infected with shRNA targeting CdGAP lentiviruses (5′-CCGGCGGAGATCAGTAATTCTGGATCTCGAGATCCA GAATTACTGATCTCCGTTTTTG-3′; Sigma: TRCN0000047641) or control shRNA (Sigma: SHCON 001) purchased commercially. To select CdGAP-depleted PC-3 cells, puromycin (1 µg/ml) (Sigma: P8833) was added to the medium 48 h after infection. These cells were then plated in a 96-well plate at 1 cell/well and selected until single-cell clones were obtained. To select CdGAP-depleted 22Rv1 cells, puromycin (1 µg/ml) was added to the medium 24 h after infection. For CdGAP overexpression, DU-145, 22Rv1, and LNCaP cells were transfected with full-length pEGFPC1-mCdGAP or empty vector pEGFPC1 constructs using jetPRIME transfection reagent (Polyplus:114-07) following the manufacturer’s instructions. All experiments were carried out 24 h post-transfection^13^.

### Immunoblotting

Cells were lysed in RIPA buffer containing 50 mM HEPES pH 7.5, 0.1% sodium dodecyl sulfate, 1% Triton X-100, 0.5% sodium deoxycholate, 50 mM sodium fluoride, 150 mM sodium chloride, 10 mM EDTA pH 8.0, 50 mM sodium orthovanadate, 20 mM leupeptin, 20 mM aprotinin and 1 mM phenylmethylsulfonyl fluoride. Protein lysates were subjected to centrifugation at 10,000 × *g* for 15 min at 4 °C to remove insoluble materials and protein concentrations were determined using the Bicinchoninic Acid Assay (BCA) protein kit (Thermo-Scientific). Equal amounts of protein samples were resolved by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, transferred to nitrocellulose membranes for immunoblotting with the indicated antibodies in Supplementary Table 3, and visualized by enhanced chemiluminescence (ECL) using Clarity^TM^ western ECL substrate (Bio-Rad: 1705061) and the ChemiDoc^TM^ MP imaging system. All quantitative densitometry analysis on the obtained images was carried out using Image Lab software. The optical density ratios were calculated as followed: CdGAP over Tubulin; E-cadherin over Tubulin; Snail1 over Tubulin; N-cadherin over Tubulin; Slug over Tubulin; Rac1-GTP over total Rac1. The optical density fold change was calculated by normalizing the ratio of each condition to the control ratio.

### Quantitative real-time polymerase chain reaction (Q-PCR)

Total RNA was extracted using the Qiagen RNeasy kit (Qiagen: 74104). mRNA was reverse transcribed using the 5× All-In-One RT MasterMix kit (AbCAM: G485). Next, Q-PCR was performed with SYBR Green PCR Master Mix (Applied Biosystems), using primers specific to the genes of interest: CdGAP (Qiagen: QT00076671), β-actin (Qiagen: QT00095431); other primers used are listed in Supplementary Table 4. Q-PCR reactions were carried out at 95 °C for 3 min, followed by 40 cycles at 95 °C for 20 s, then at 60 °C for 30 s and finally at 72 °C for 30 min. Gene expression was normalized to β-actin RNA^7,8^ and the fold change was calculated by normalizing the ratio to control cells (shCon).

### Immunofluorescence

Cells grown on glass coverslips were fixed for 30 min in 3.7% formaldehyde in PBS before permeabilization for 5 min with 0.25% Triton-X-100 in PBS. After blocking for 30 min in a solution of PBS with 1% bovine serum albumin (BSA), coverslips were incubated overnight at 4 °C with anti-CdGAP antibodies, followed by a 45-min incubation with Alexa Fluor 488-conjugated anti-rabbit and rhodamine-conjugated phalloidin to stain for F-actin filaments. 4′,6′-diamidino-2-phenylindole (DAPI) was used to stain the nuclei. Between each step, coverslips were washed three times with PBS. Coverslips were mounted on glass slides using Prolong Gold antifade reagent (Invitrogen: P3696). Cells were examined with a motorized inverted Olympus IX81 microscope using a 40× Plan-S-APO oil objective lens and images were recorded with a CoolSnap 4 K camera (Photometrics) and analyzed with Image J software^7,8^. For actin staining and quantification analyses, cells were examined with a Zeiss LSM780 confocal microscope with a 63X/1.40 oil DIC Plan-Apochromat objective and analyzed with Zen2009 and Image J software. A minimum of 30–40 cells for control or shCdGAP cells per experiment were analyzed for quantification of the cell area and aspect ratio. Aspect ratio represents the ratio of the length over the width of the cell.

### Cell migration and invasion

For migration assays, 100,000 PC-3 (shControl; shCdGAP) or DU-145 (EV; GFP-CdGAP) cells, 50,000 22Rv1 (shControl; shCdGAP) cells, 150,000 22Rv1 (EV; GFP-CdGAP) cells, 100,000 LNCaP (EV; GFP-CdGAP) cells were resuspended in serum-free medium and seeded in the top chamber of transwell inserts (Falcon: 353097). For invasion assays, 150,000 PC-3 or DU-145 cells, 250,000 22Rv1 or LNCaP cells were plated onto a 5% Matrigel (ThermoFisher: 356234) layered over the top chamber. Cells were incubated at 37 °C overnight (PC-3, DU-145, 22Rv1 cells) or 48 h and 60 h for migration and invasion of LNCaP cells, respectively, which allowed migration towards the bottom chamber containing complete medium with 10% FBS. Cells on the bottom surface of the insert were fixed in 10% formalin (BioShop: 8G56294) and stained with a crystal violet solution. Five images were taken for each transwell insert using a Nikon inverted microscope camera with a 10× objective lens (Nikon Eclipse TE300 Inverted microscope). Quantitative analysis was assessed using Image J software. Data represent the fold change relative to that of shRNA control cells or empty vector control cells obtained from at least three independent experiments^8^.

### Wound-healing assays

A 96-well IncuCyte^®^ ImageLock microplate (Sartorius: ImageLock 4379) was coated with 1 mg/ml poly-d-lysine (Sigma: P6407-5MG) for 1 h at 37 °C. Then, wells were rinsed once with calcium and magnesium-free PBS. Totally, 15,000 PC-3 (shCon; shCdGAP) cells or 60,000 22Rv1 (shCon; shCdGAP) cells per well were seeded in triplicates, and incubated overnight. The following day, the confluency of each well was monitored. Then, IncuCyte^®^ 96-well WoundMaker Tool (Essen Bioscience) was used to generate scratch cell monolayers, following the manufacturer’s instructions. IncuCyte^®^ S3 Live-Cell Analysis System was used for image acquisitions with a 3-h interval during a period of 27 h.

### Cell adhesion

An in vitro adhesion assay was performed by resuspending 40,000 cells in complete media and seeding them on 96-well plates coated with 10 µg/ml type 1 collagen (BD Bioscience: 354246) or 10 µg/ml fibronectin (Sigma: F1141) for 30 min at 37 °C. Cells were fixed using 3.7% formaldehyde in PBS for 15 min, washed twice with washing buffer (0.1% BSA in RPMI), and stained with a crystal violet solution. After washing the excess dye out, the plates were allowed to dry for 1 h. Then the crystal violet stain absorbed by the cell nuclei was solubilized with 10% acetic acid and the optical density was measured at 570 nm^8^.

### Cell proliferation

To assess cell proliferation, the cell growth determination MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) kit (AbCAM: 211091) was used. Briefly, 250 PC-3 cells (shControl; shCdGAP) or 500 22Rv1 cells (shControl; shCdGAP) were seeded in triplicates in 96-well plates and grown over a period of five days. MTT solution was added to each well for the last 4 h of treatment on each day as per the manufacturer’s protocol. Absorbance was measured at 590 nm^8^. Data represent the fold change in cell proliferation relative to that of Day 1 obtained from three independent experiments.

### Colony formation

Two hundred and fifty cells per well in 6-well plates were resuspended in complete media for 10 days at 37 °C in a humidified incubator. On day 10, the 6-well plates were washed with PBS, fixed in 10% formalin (BioShop: 8G56294), and stained with a crystal violet solution. The excess dye was washed out with water twice and the plates were then left to dry overnight. Images were obtained with a 10× objective lens using a Nikon Eclipse TE300 Inverted microscope. Fifty cells were counted as one colony. The data represent the average of all the images per condition obtained from three independent experiments^48^.

### Rac1 activation

The CRIB domain of mouse PAK3 (amino acids 73–146) fused to glutathione S-transferase (GST-CRIB) was used to isolate GTP-bound Rac1 and was purified as follows^13^. Briefly, bacterial pellets were resuspended in the lysis buffer (buffer A) containing 20 mM HEPES pH 7.5, 120 mM sodium chloride, 2 mM EDTA pH 8, 10% glycerol, and 1% Triton-X100, sonicated and centrifuged at 3000 RPM at 4 °C. Then, 30 μg of purified GST-CRIB was coupled to glutathione–agarose beads (50%) (Sigma) for 3 h at 4 °C and centrifuged at 1000 RPM for 1 min, and the pellet was washed in buffer A twice. Cell lysates (1 mg of control or shCdGAP PC-3 total cell protein) were incubated with the GST-CRIB proteins coupled to the glutathione–agarose beads for 45 min at 4 °C on a rotator. The samples were centrifuged at 1000 RPM at 4 °C for 1 min to collect the beads. After discarding the supernatant, beads were washed three times in cold RIPA buffer and resuspension in SDS sample buffer, heated at 95 °C, and then examined by immunoblotting. The levels of Rac1-GTP were assessed by densitometry and normalized to the total amount of Rac1 detected in the total cell lysates.

### Cell cycle

Control or shCdGAP PC-3 cells were serum-starved overnight followed by a 24-hour incubation in RPMI containing 10% FBS. Totally, 1 × 10^6^ cells were harvested, counted, and washed twice in ice-cold PBS and fixed in 70% ethanol for 1 h at 4 °C. Cells were then washed with PBS and incubated with RNase A for 1 h at 37 °C in a humidified incubator. Finally, cells were stained with 10 μg/ml PI (Sigma: P4170). Cells were subjected to flow cytometry analysis with BD FACSCanto II system. The cell cycle distribution was analyzed using the FlowJo analysis software v10.7.1 (TreeStar, Inc.)^13^.

### Apoptosis

Apoptosis was assessed in control or shCdGAP PC-3 cells using the Alexa Fluor 488 annexin V/Dead cell apoptosis kit (Invitrogen: V13241). Briefly, cells we serum-starved overnight in RPMI media supplemented with 0.25% FBS followed by a 12 h treatment with doxorubicin (1, 2, and 5 µM) (Sigma: #D1515) or DMSO 0.05% as the vehicle. Cells were subjected to flow cytometry analysis using the BD FACScanto II system. To determine the percentage of cell population distribution, we quantified the population of apoptotic cells with fluorescence in the green emission spectrum (520 nm), necrotic cells with red fluorescence (620 nm), and late apoptotic cells with both green and red fluorescence. Data were analyzed using the FlowJo analysis software v10.7.1 (TreeStar, Inc.).

### RNA-sequencing

RNA-sequencing was performed and analyzed as described below^7^. Briefly, total RNA from three independent samples of control shRNA PC-3 or CdGAP-depleted PC-3 (shCdGAP) cells was extracted using Qiagen RNeasy kit (Qiagen: 74104). Deep sequencing was performed using Illumina TruSeq RNA Sample Preparation Kit, Illumina TruSeq SR Cluster Kit v2, and Illumina TruSeq SBS Kit v2 (50 cycles) according to the manufacturer’s procedures. Sequencing was performed at the Génome Québec Innovation Centre (McGill University) using the Illumina HiSeq 2000 platform. The quality of the raw reads was assessed with FastQC_0.11.5 and reads were aligned to the GRCh38 genome with Star 2.5.1b. Raw alignment counts were calculated with featureCounts_1.4.6 and differential expression measurements were performed with DESeq2_1.12.3. Gene ontology analyses and GSEA were conducted using ClusterProfiler_3.14.3 R package^49^. Input genes for GSEA analysis were ranked in descending order according to moderated *t*-statistic and applied to Hallmark gene sets downloaded from the Molecular Signature Database (MSigDB) using msigdbr_7.1.1R package.

### Xenograft and orthotopic injections

To assess primary tumor growth of control or shCdGAP PC-3 cells, 1 × 10^6^ cells were resuspended in 100 µl of serum-free RPMI containing 50% Matrigel (ThermoFisher: 356234) and injected subcutaneously using BD disposable syringe with Leur-Lok Tips (ThermoFisher: 14-823-30) into the right flanks of 7-week-old male athymic mice. Tumors were measured every 2 days with a digital caliper and the tumor volume was calculated using the following formula: *V* = π (length × width^2^)/6. After 34 days, mice were sacrificed, and the tumors were harvested, fixed in 10% formalin (Cochiembec: F-5010Z), and subjected to analysis. Orthotopic injections of 7-week-old male athymic mice were performed as follows^50^. Briefly, male athymic mice were anesthetized and an abdominal small incision was made to expose the prostate. Totally, 2.5 × 10^5^ control or shCdGAP PC-3-expressing luciferase cells were resuspended in 10 µl PBS with an equal volume of Matrigel and injected into the right dorsal prostate lobe. Mice were monitored daily for one week and wound clips were removed 1-week post-surgery. Tumor growth was monitored weekly thereafter via in vivo bioluminescence imaging. On the day of imaging, a 15 mg/ml luciferin solution (Perkin Elmer: #122799) was freshly prepared in PBS. Luciferin was injected intraperitoneally at a concentration of 150 mg luciferin/kg body weight. Bioluminescent imaging was performed using Bruker’s in vivo Xtreme system following the manufacturer’s instructions. Bioluminescence signals were normalized and presented in photons/s/mm^2^. After 4 weeks, mice were sacrificed, and the tumors and organs potentially containing metastatic foci were dissected for formalin fixation, paraffin embedding, and tissue analysis. Ex vivo bioluminescent imaging at the experimental endpoint was performed on each mouse exposed for 4 min to identify the number of mice with local and distant metastasis. All animal protocols were approved by McGill University Animal Use and Care Committee, in accordance with guidelines established by the Canadian Council on Animal Care.

### Tissue microarray (TMA)

#### Construction of TMA

The TMA TF123 series is composed of 300 radical prostatectomy specimens from patients participating in the Centre de recherche du Centre hospitalier de l’Université de Montréal (CRCHUM) prostate cancer biobank. These patients have undergone surgery at the CHUM between 1993 and 2006. For each patient, two cores (0.6 mm) of tumor (T, cancer) and two cores of BA glands were extracted from formalin-fixed paraffin-embedded radical prostatectomy specimens and arrayed on receiver blocks. A total of 285 prostate cancer treatment naïve specimens were used for this study (Supplementary Table 2), 15 cases were excluded due to pre-operative treatments^27^.

#### Scoring of CdGAP in TMA

Using digitalized images, two different observers evaluated the nuclear frequency categorized in 0 (none), 1 (1–25%), 2 (26–75%), and 3 (76–100%), and both the nuclear and the cytoplasmic intensity (0–3 for negative, weak, moderate, high, respectively) of CdGAP within each tissue core. The average scores obtained from cores with the same histology (T or BA) were used for the statistical analyses.

#### Survival analyses

Patients were divided into two groups according to the median intensity of CdGAP in the cytoplasm. Bone metastasis-free survival was evaluated by Kaplan–Meier survival analysis and the log-rank test as described previously. Univariable Cox regression analyses were used to estimate the HRs for CdGAP using SPSS software 24.0 (SPSS Inc. Chicago, IL, USA). For univariable analyses, the serum PSA level prior to the radical prostatectomy, pathologic staging of the primary tumor (pT 2–4), Gleason Score category (6, 7 (3 + 4), 7 (4 + 3), 8 + ), and margin status (negative/positive) were included in the model.

### Immunohistochemistry (IHC)

IHC was performed as described below^7^. Briefly, primary tumors were fixed in 10% formalin and paraffin-embedded. IHC was performed with Ki67 (Abcam: #ab15580; 1:300 dilution), CD31 (Abcam: # ab124432; 1:1200 dilution), and cleaved caspase-3 (Cell Signaling: #9661 s; 1:300 dilution) antibodies. All slides were counterstained using hematoxylin and eosin (H&E). Slides were scanned using a Scanscope XT digital slide scanner (Aperio, Leica Biosystems Inc., Concord, ON, Canada) and analyzed with Imagescope software (Aperio, Leica Biosystems Inc.). In human TMA staining, IHCs were performed on 4 µm-thick sections of each TMA block (*n* = 6) using the Benchmark XT autostainer (Ventana Medical Systems). Antigen retrieval was performed for 60 min with Cell Conditioning 1 (#950-124, Ventana Medical System, Tucson, AZ) and sections were stained using a pre-diluted (1:50) anti-CdGAP polyclonal antibody (Sigma: HPA036380) manually added to the slides and incubated at 37 °C for 60 min. UltraView universal DAB detection kit (#760-500, Ventana Medical System) revealed CdGAP expression, and counterstaining was achieved using hematoxylin and bluing reagents (#760-2021 and #760-2037, Ventana Medical System). Tissues were dehydrated and mounted using SubX mounting media (Leica microsystems, Concord, ON, Canada). All sections were scanned using a VS-110 microscope with a 20 × 0.75 NA objective and a resolution of 0.3225 µm (Olympus Canada Inc., Richmond Hill, ON, Canada).

### Statistics and reproducibility

Statistical analyses in Figs. 2–5e, f, 6–8a–c, f, Supplementary Figs. 2–4 were performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA). A two-sample unpaired Student’s *t* test was used for comparisons between two groups. Data are presented as the mean ± SEM and a *p*-value of less than 0.05 was statistically significant. Data are representative of at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Data 1

Reporting Summary

## Data Availability

Data are available from the corresponding authors upon request. The sequencing data reported in this paper (RNA-seq) were deposited on NCBI Gene Expression Omnibus (GEO; accession number GSE160399). The source data underlying the figures can be accessed in Supplementary Data 1.

# Supplementary material for: CdGAP promotes prostate cancer metastasis by regulating epithelial-to-mesenchymal transition, cell cycle progression, and apoptosis
**Source:** Commun Biol. 2021 Sep 7;4:1042. doi: 10.1038/s42003-021-02520-4
**Supplement:** Supplementary file 2 — Supplementary Information

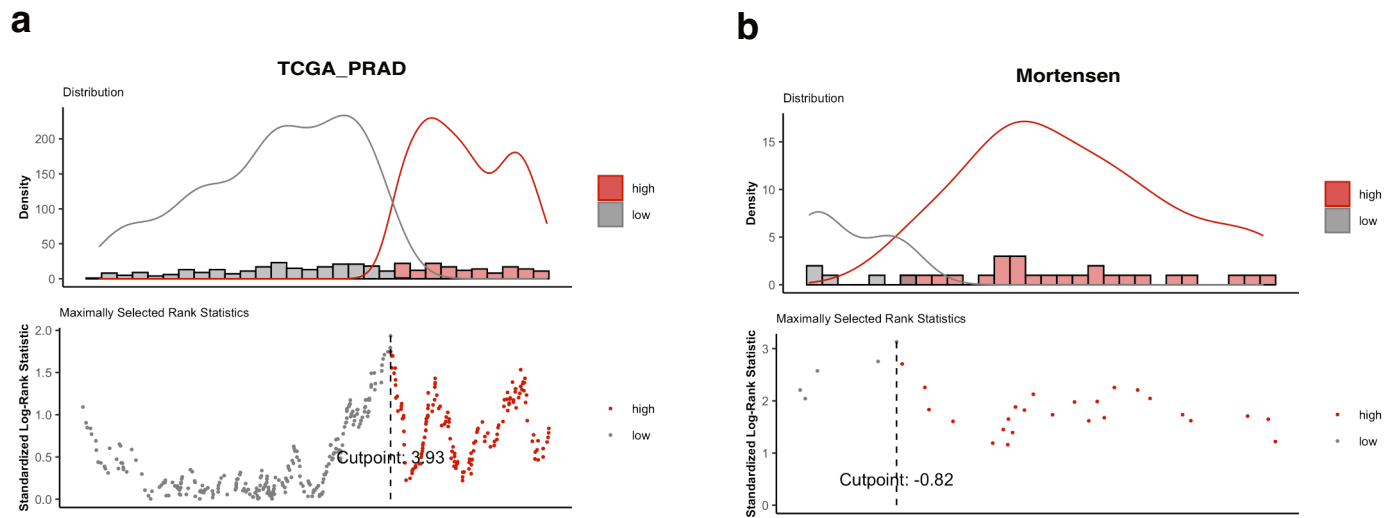

**Supplementary Figure 1. a, b** Dichotomization of patients in the TCGA\_PRAD (**a**) and Mortensen datasets (**b**) divided into high expression and low expression groups by optimal cutpoint.

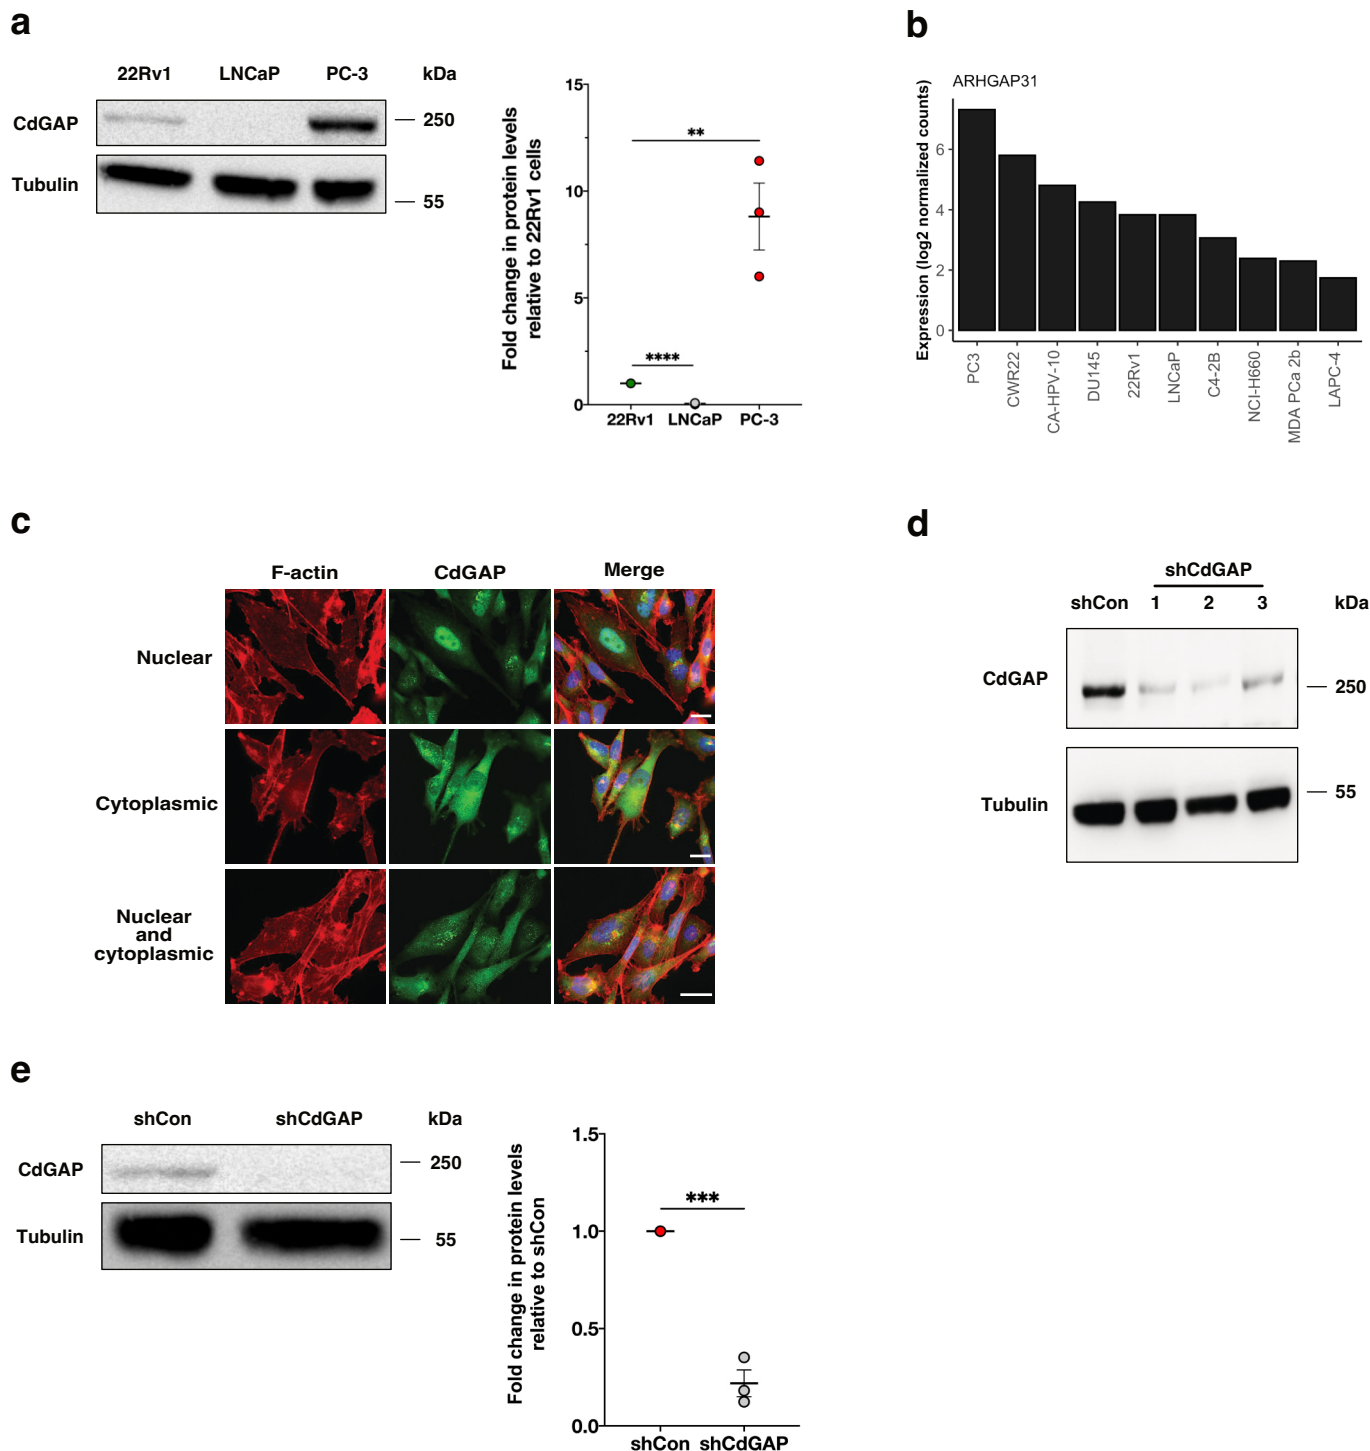

**Supplementary Figure 2.** **a** Immunoblot analysis of CdGAP in human prostate cancer cell lines 22Rv1, LNCaP and PC-3. Tubulin was used as a loading control. Graphs provide a densitometry analysis of CdGAP protein levels relative to 22Rv1 cells ( $n=3$ ). **b** *ARHGAP31* transcript abundance in prostate cancer cell lines from the Prensner RNA-seq dataset. **c** PC-3 cells were fixed and then stained for CdGAP (green) or F-actin (red) with phalloidin. 4',6'-diamidino-2-phenylindole (DAPI) was used to stain the nuclei. CdGAP nuclear (top panels), cytoplasmic (middle panels), or both (bottom panels) localization is represented. Scale bar represents 10  $\mu$ m. **d** Immunoblot analysis of CdGAP levels in PC-3 cells infected with scrambled control (shCon) or shRNA targeting CdGAP (shCdGAP) single clones. Tubulin was used as loading control. **e** Immunoblot analysis of CdGAP levels in 22Rv1 cells infected with scrambled control (shCon) or shRNA targeting CdGAP (shCdGAP). Tubulin was used as loading control. Graphs provide a densitometry analysis of CdGAP protein levels in CdGAP-depleted cells relative to shCon ( $n=3$ ). Two-sample unpaired Student's t-test for comparison between two groups (shCon;shCdGAP). Error bars indicate SEM. \*\*\*\*,  $p < 0.0001$  \*\*\*,  $p < 0.001$ ; \*\*,  $p < 0.01$ .

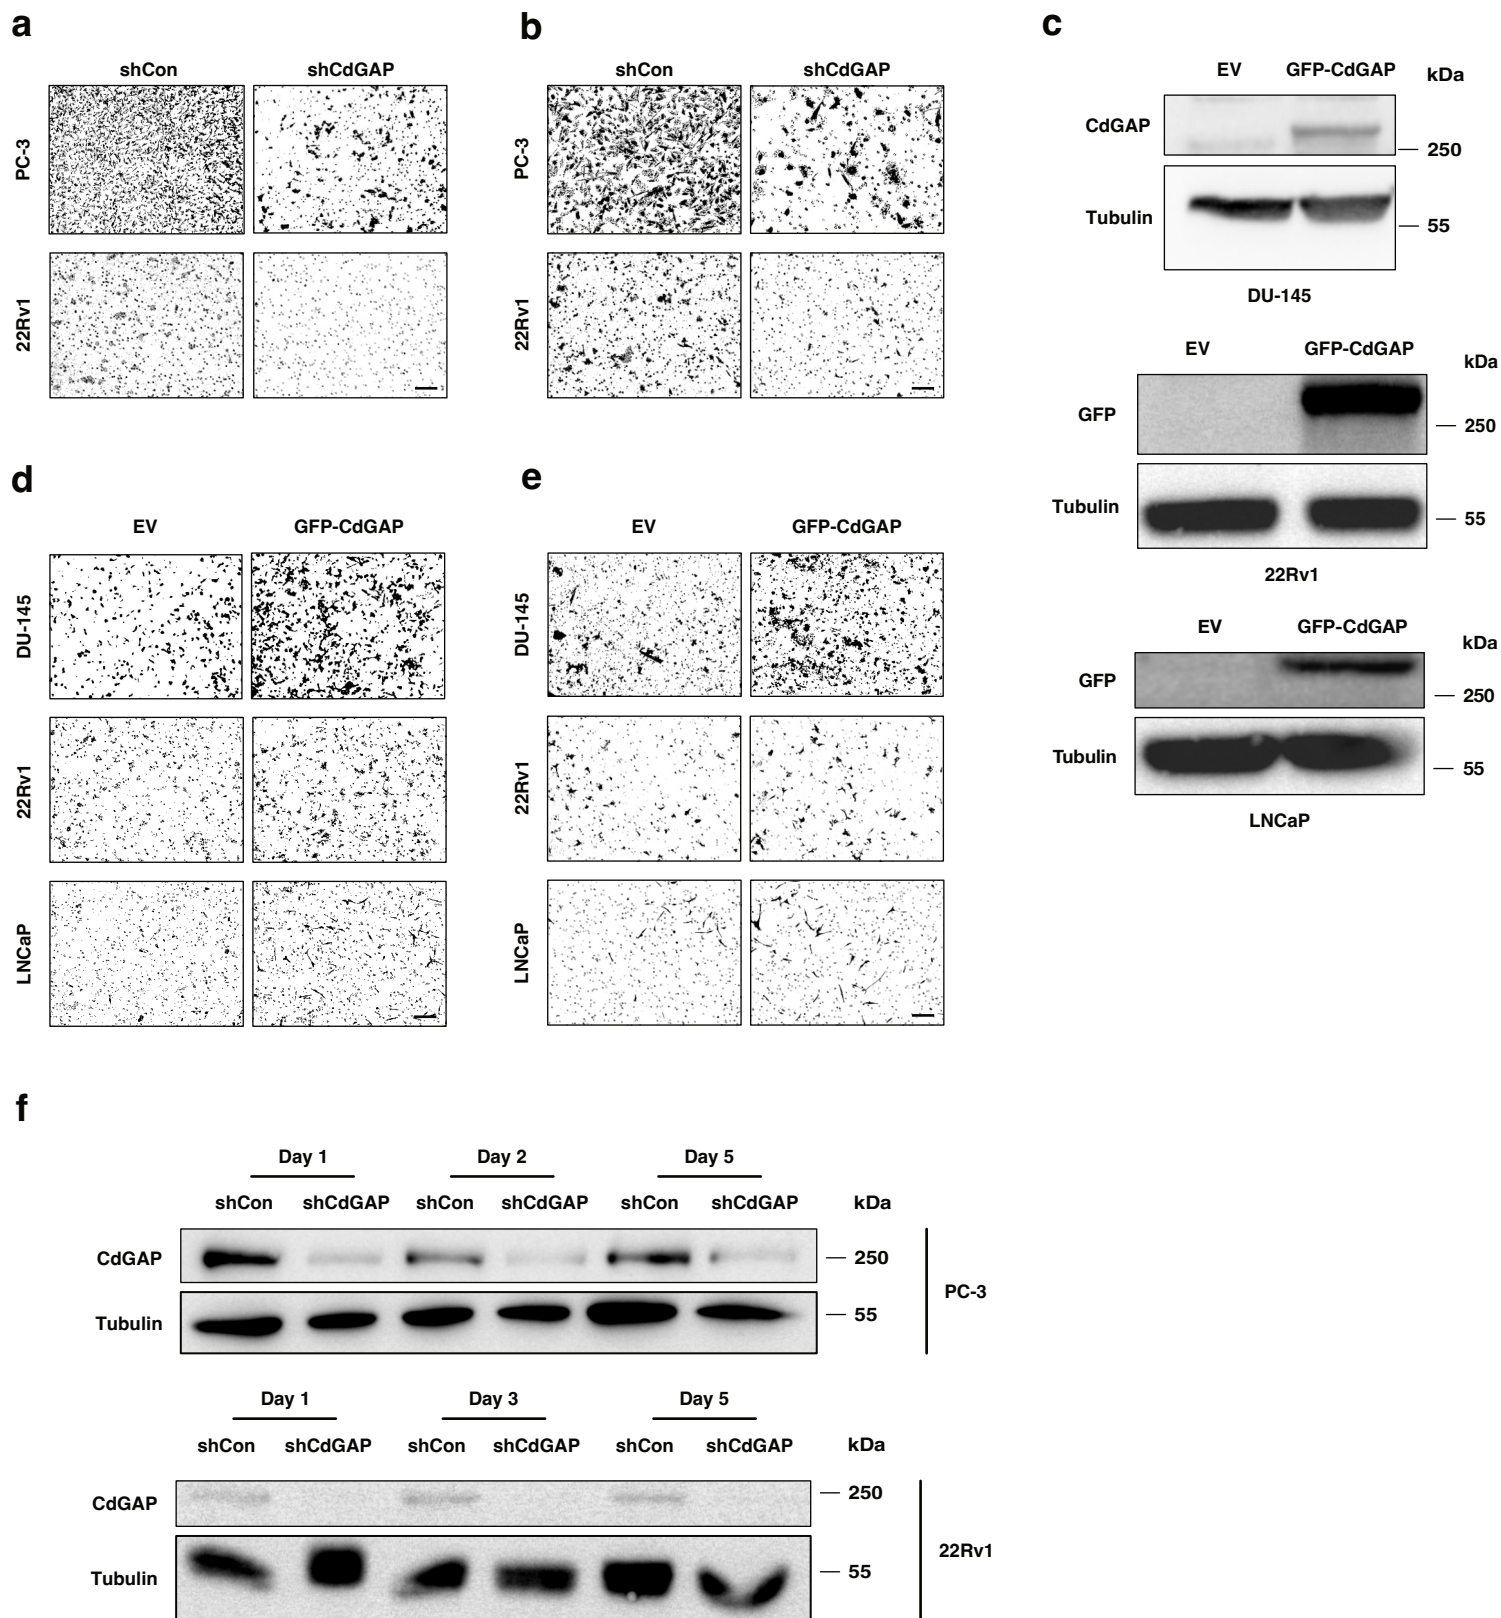

**Supplementary Figure 3.** **a,b** Representative images from transwell migration and invasion assays of CdGAP-depleted PC-3 and 22Rv1 cells with corresponding controls. Scale bar represents 100  $\mu$ m. **c** Immunoblot analysis of CdGAP from protein lysates of DU-145, 22Rv1, and LNCaP cells transfected with pEGFP-C1 empty vector (EV) or pEGFP-CdGAP. Tubulin was used as loading control. **d,e** Representative images from transwell migration (d) and invasion (e) assays of DU-145, 22Rv1, and LNCaP cells transfected with either empty vector (EV) or GFP-CdGAP. Scale bar represents 100  $\mu$ m. **f** Immunoblot analysis of CdGAP from protein lysates of CdGAP-depleted PC-3 and 22Rv1 cells with corresponding controls over a period of 5 days in culture.

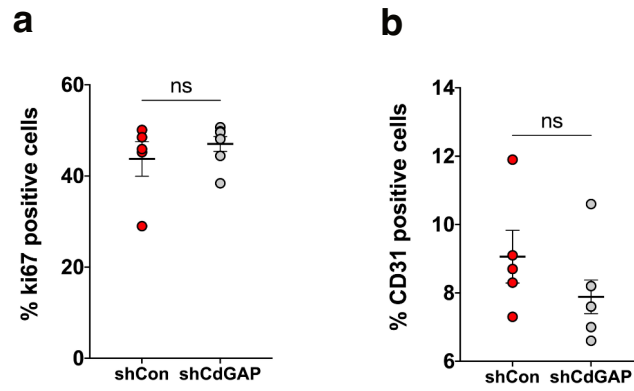

**Supplementary Figure 4. a, b** Quantification of Ki-67 (a) and CD-31 (b) positive cells by IHC staining in primary tumors from control (shCon) or CdGAP-depleted (shCdGAP) PC-3 cells-injected mice. Error bars indicate SEM. ns = not significant.

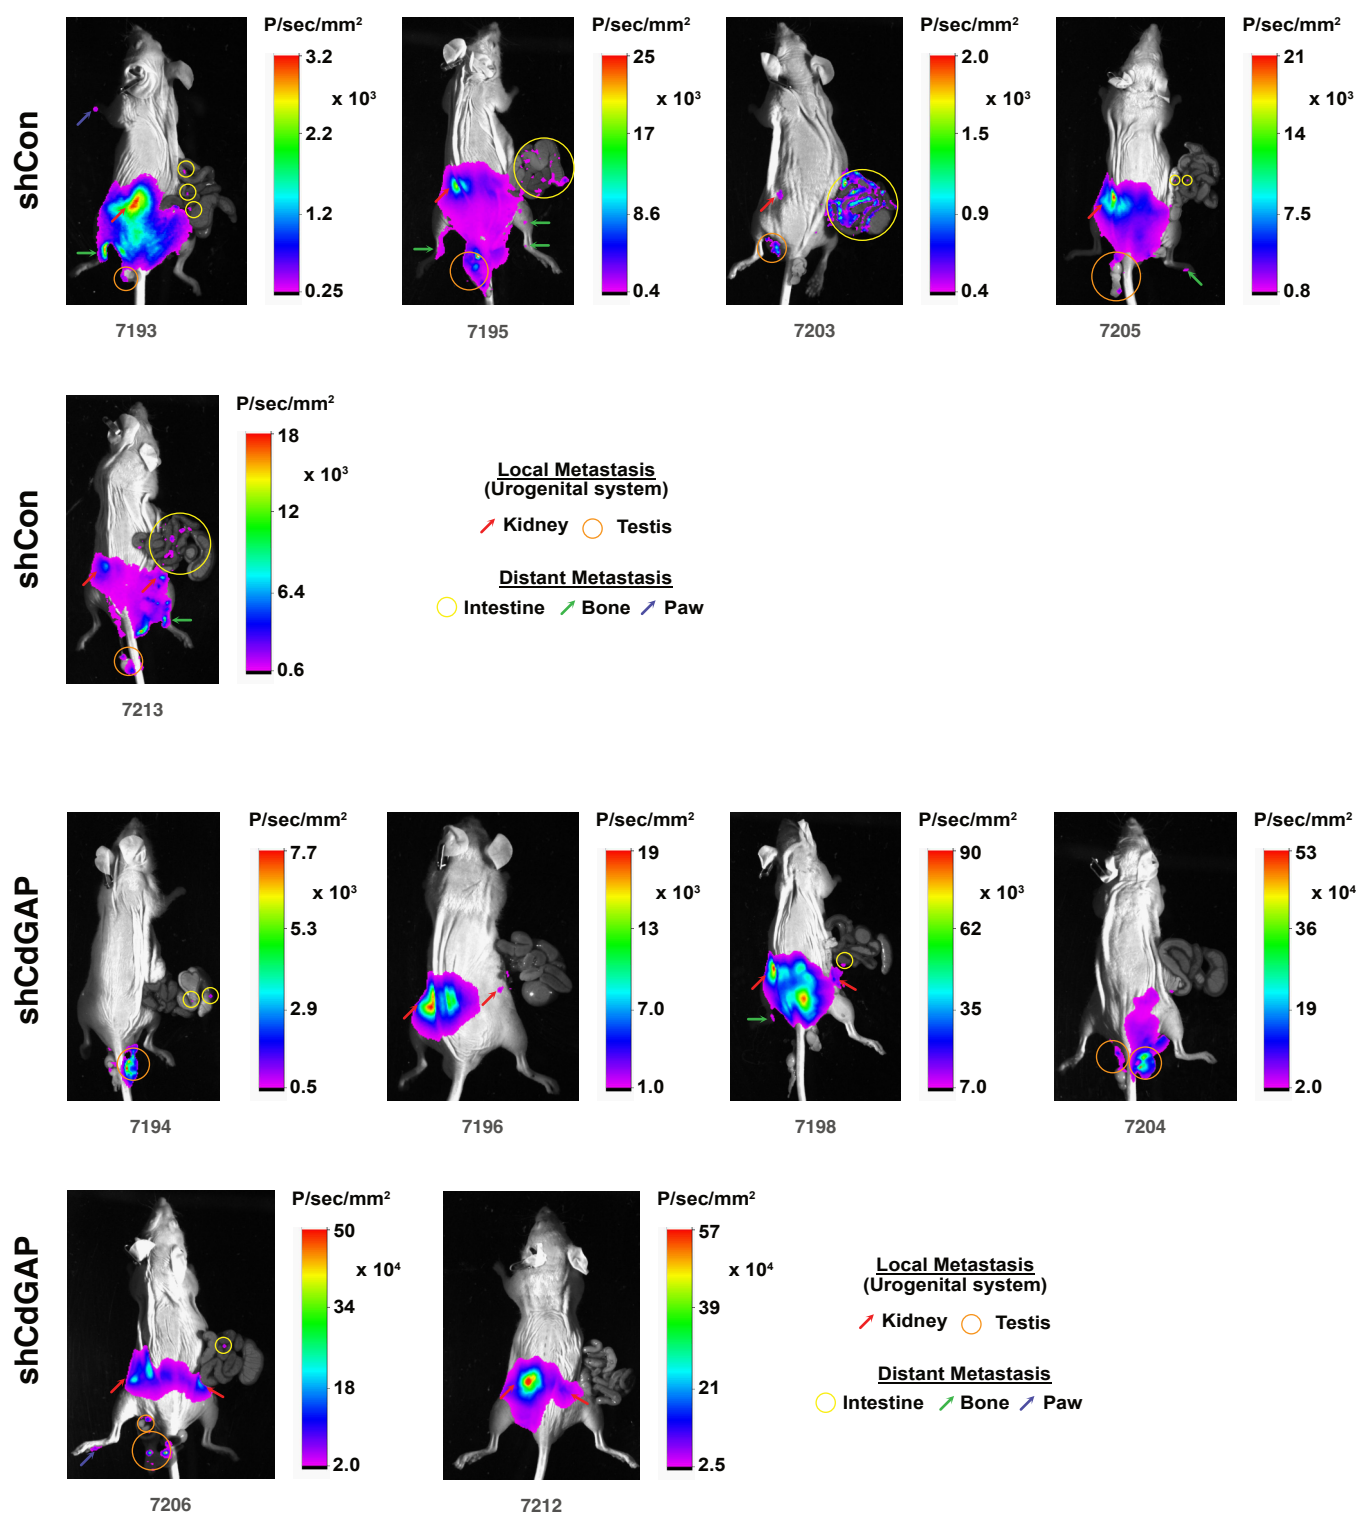

**Supplementary Figure 5.** Ex vivo imaging of mice injected with control (shCon) or CdGAP-depleted PC-3 (shCdGAP) cells. At the experimental end date (28 days), mice were euthanized, primary tumors were removed and then immediately subjected to ex vivo imaging performed on post-mortem mice to visualize metastasis. Each mouse was exposed for 4 minutes.

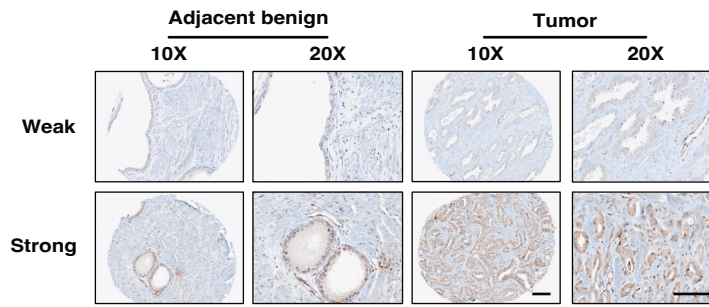

**Supplementary Figure 6.** Representative IHC of CdGAP expression on a panel of radical prostatectomy specimens from 285 prostate cancer patients using the TF123 TMA. Nuclear and cytoplasmic CdGAP staining was scored with an intensity varying from weak to strong (0 to 3) in adjacent benign and matched tumor tissue cores. Magnification, 10X and 20X. Scale bar represents 100  $\mu$ m.

**Fig. 2a**

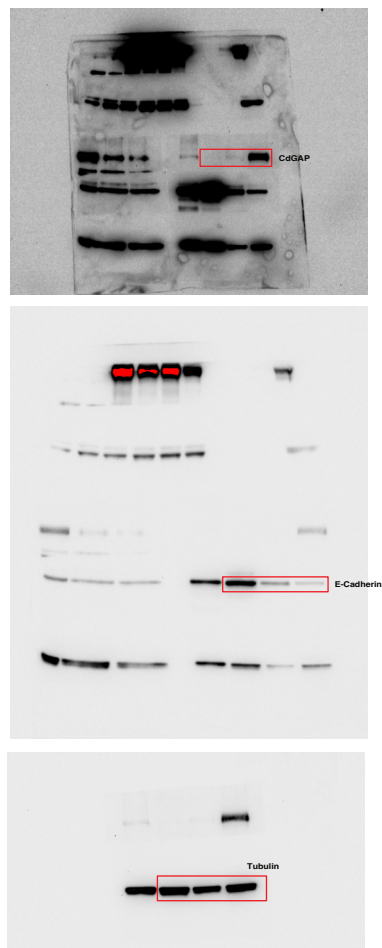

**Fig. 2c**

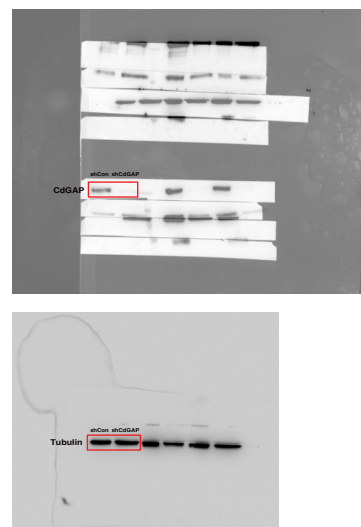

**Fig. 2e**

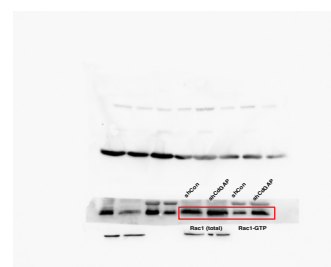

**Fig. 5f**

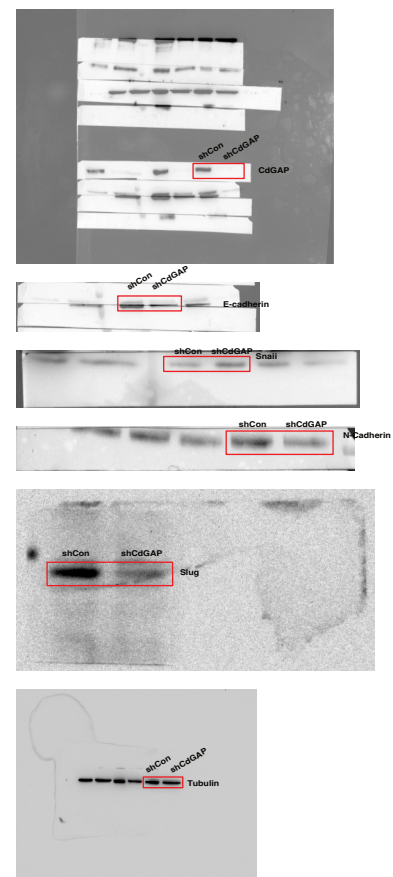

**Supplementary Fig. 2a**

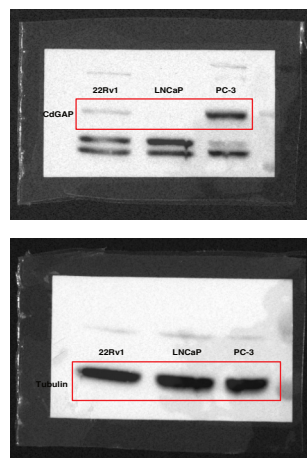

**Supplementary Fig. 2d**

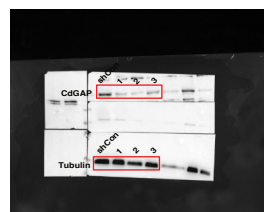

**Supplementary Fig. 2e**

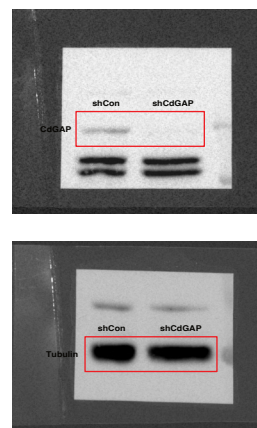

**Supplementary Fig. 3c**

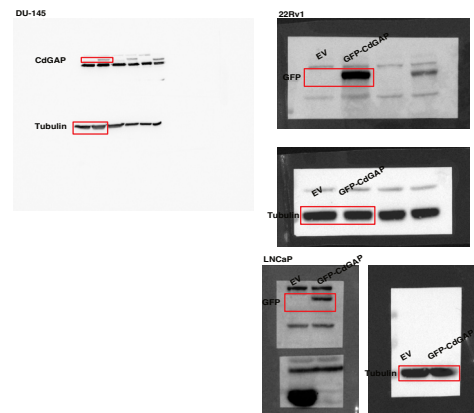

**Supplementary Fig. 3f (22Rv1)**

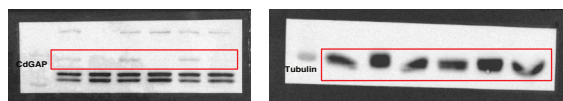

**Supplementary Fig. 3f (PC-3)**

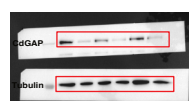

**Supplementary Figure 7. Representative western blots for each antibody used in the manuscript. Uncropped western blots.**

**Supplementary Table 1.** Clinico-pathological information of the cohort of 285 prostate cancer patients participating in the Centre de Recherche du Centre Hospitalier de l'Université de Montréal prostate cancer biobank and included to the TF123 TMA.

| Parameter                                         |                                 | BCR free survival (5 years) |       |                 |       | Bone Metastasis free survival (10 years) |       |                 |        |
|---------------------------------------------------|---------------------------------|-----------------------------|-------|-----------------|-------|------------------------------------------|-------|-----------------|--------|
|                                                   |                                 | Univariate                  |       |                 |       | Univariate                               |       |                 |        |
|                                                   |                                 | Sig.                        | HR    | 95.0% CI for HR |       | Sig.                                     | HR    | 95.0% CI for HR |        |
|                                                   |                                 |                             |       | Lower           | Upper |                                          |       | Lower           | Upper  |
| Clinical data                                     | PSApreop                        | <0.001                      | 1.059 | 1.032           | 1.087 | 0.055                                    | 1.055 | 0.999           | 1.115  |
|                                                   | GleasonScoreCat1234             | <0.001                      | 1.837 | 1.537           | 2.195 | <0.001                                   | 3.606 | 2.287           | 5.686  |
|                                                   | Margin                          | <0.001                      | 3.396 | 2.246           | 5.136 | 0.022                                    | 2.893 | 1.163           | 7.193  |
|                                                   | pTNM                            | <0.001                      | 2.735 | 2.027           | 3.688 | <0.001                                   | 6.443 | 3.376           | 12.296 |
| Continuous data                                   | CdGAP Cytoplasm intensity in BA | 0.292                       | 0.624 | 0.259           | 1.501 | 0.714                                    | 0.685 | 0.09            | 5.192  |
|                                                   | CdGAP Cytoplasm intensity in T  | 0.615                       | 1.097 | 0.764           | 1.576 | 0.005                                    | 2.416 | 1.31            | 4.453  |
| BA: adjacent benign; T: Tumor; <b>bold</b> p<0.05 |                                 |                             |       |                 |       |                                          |       |                 |        |

**Supplementary Table 2.** Univariate analyses were used to estimate the hazard ratios (HRs) for CdGAP and other clinico-pathological parameters. The serum PSA levels prior to the radical prostatectomy, pathologic staging of the primary tumor (pT 2, 3, 4), Gleason Score category [6, 7 (3+4), 7 (4+3), 8+], and margin status (negative/positive) were included in the model.

| Antibody name     | Company: Catalog number  | Dilution    |
|-------------------|--------------------------|-------------|
| CdGAP             | Sigma: HPA036380         | 1 in 1,000  |
| E-Cadherin        | Cell Signaling: 3195     | 1 in 1,000  |
| Snail 1           | Cell Signaling: 3879     | 1 in 500    |
| $\alpha$ -Tubulin | Sigma: T5168             | 1 in 1,000  |
| Rac1              | AbCAM: 23A8              | 1 in 1,000  |
| N-Cadherin        | BD Biosciences: 610920   | 1 in 1,000  |
| Slug              | Cell Signaling: C19G7    | 1 in 1,000  |
| Anti-rabbit IgG   | ThermoFisher: 45-000-682 | 1 in 10,000 |
| Anti-mouse IgG    | ThermoFisher: 45-000-679 | 1 in 10,000 |

**Supplementary Table 3.** List of antibodies used in this study.

| Gene Name  | Forward Primer            | Reverse Primer            |
|------------|---------------------------|---------------------------|
| Snail1     | CCCTCAAGATGCACATCCGAA     | GACTCTTGGTGCTTGTGGAGCA    |
| CDH1       | CCCGCCTTATGATTCTCTGCTCGTG | TCCGTACATGTCAGCCAGCTTCTTG |
| P21        | AGGTGGACCTGGAGACTCTCAG    | TCCTCTTGGAGAAGATCAGCCG    |
| N-Cadherin | CCTCCAGAGTTTACTGCCATGAC   | GTAGGATCTCCGCCCTGATTG     |
| Slug       | TGTTGCAGTGAGGGCAAGAA      | GAGCCTGGTTGCTTCAAGGA      |

**Supplementary Table 4.** List of primers used in this study.

# Supplementary material for: CdGAP promotes prostate cancer metastasis by regulating epithelial-to-mesenchymal transition, cell cycle progression, and apoptosis
**Source:** Commun Biol. 2021 Sep 7;4:1042. doi: 10.1038/s42003-021-02520-4
**Supplement:** Supplementary file 3 — Description of Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Movie 1

**Description:** Live cell imaging of the wound healing assay of shControl PC-3 cells over a period of 27 hours. Scale bar, 600  $\mu\text{m}$ .

**File name:** Supplementary Movie 2

**Description:** Live cell imaging of the wound healing assay of shCdGAP PC-3 cells over a period of 27 hours. Scale bar, 600  $\mu\text{m}$ .

**File name:** Supplementary Movie 3

**Description:** Live cell imaging of the wound healing assay of shControl 22Rv1 cells over a period of 27 hours. Scale bar, 600  $\mu\text{m}$ .

**File name:** Supplementary Movie 4

**Description:** Live cell imaging of the wound healing assay of shCdGAP 22Rv1 cells over a period of 27 hours. Scale bar, 600  $\mu\text{m}$ .

**File name:** Supplementary Data 1

**Description:** List of differentially expressed genes, 1384 upregulated and 720 downregulated, between shCdGAP PC-3 and shControl cells.

# Supplementary material for: CdGAP promotes prostate cancer metastasis by regulating epithelial-to-mesenchymal transition, cell cycle progression, and apoptosis
**Source:** Commun Biol. 2021 Sep 7;4:1042. doi: 10.1038/s42003-021-02520-4
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used.

Data analysis no software was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

#### Data availability

Data are available from the corresponding authors upon request. The sequencing data reported in this paper (RNA-seq) were deposited on NCBI Gene Expression Omnibus (GEO; accession number GSE160399).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Statistical analyses in Figs. 2, 3, 4, 5e,f, 6, 7, 8a-c, 8f, supplementary Figs. 2-4 were performed using GraphPad Prism 9 (GraphPad software, San Diego, CA, USA). A two-sample unpaired Student's t-test was used for comparisons between two groups. Data are presented as the mean $\pm$ SEM and a p-value of less than 0.05 was statistically significant. Data are representative of at least three independent experiments. |
| Data exclusions | no data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | Data are representative of at least three independent experiments.                                                                                                                                                                                                                                                                                                                                                                 |
| Randomization   | this is not relevant to the study.                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | This is not relevant to the study.                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------|
| Antibodies used | Supplementary Table 3.                                                                             |
| Validation      | All antibodies used in this study are commercial and have been validated in previous publications. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                    |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC                                                                               |
| Authentication                                                       | none of the cell line has been authenticated.                                      |
| Mycoplasma contamination                                             | all cell lines were tested negative for mycoplasma contamination using a PCR test. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | no commonly misidentified lines used in this study.                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                  |
|--------------------|--------------------------------------------------|
| Laboratory animals | 7-week-old male athymic mice from Charles River. |
|--------------------|--------------------------------------------------|

|                         |                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | The study did not involve wild animals.                                                                                                                                  |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                       |
| Ethics oversight        | All animal protocols were approved by McGill University Animal Use and Care Committee, in accordance with guidelines established by the Canadian Council on Animal Care. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                    |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | The TMA TF123 series is composed of 300 radical prostatectomy specimens from patients participating in the Centre de recherche du Centre hospitalier de l'Université de Montréal (CRCHUM) prostate cancer biobank. |
| Recruitment                | These patients have undergone surgery at the CHUM between 1993 and 2006.                                                                                                                                           |
| Ethics oversight           | CRCHUM                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Control or shCdGAP PC-3 cells were serum starved overnight followed by a 24-hour incubation in RPMI containing 10% FBS. 1 x 10 <sup>6</sup> cells were harvested, counted, and washed twice in ice-cold PBS and fixed in 70% ethanol for 1 hour at 4°C. Cells were then washed with PBS and incubated with RNase A for 1 hour at 37°C in a humidified incubator. Finally, cells were stained with 10 µg/ml propidium iodide (PI; Sigma: P4170). |
| Instrument                | BD FACSCanto II system.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | FlowJo analysis software v10.7.1 (TreeStar, Inc.)                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | To determine the percentage of cell population distribution, we quantified the population of apoptotic cells with fluorescence in the green emission spectrum (520nm), necrotic cells with red fluorescence (620 nm), and late apoptotic cells with both green and red fluorescence. Data were analyzed using the FlowJo analysis software v10.7.1 (TreeStar, Inc.).                                                                            |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i>                                                                                                                                                                                           |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

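RNA of PC-3 cells with an shRNA against CdGAP (3 samples) and of PC-3 cells with a control shRNA (3 samples) was analysed. The authors deposited raw counts of reads per gene, one table per sample, made by aligning reads to GRCh38 with STAR and counting with featureCounts on the Ensembl release 77 annotation. The table headers name featureCounts 1.6.0 with strand-specific counting of read pairs that are both mapped and not chimeric, while the methods name an earlier version and a single-read kit. The counts follow the headers. Reads with several alignments or in overlapping genes of one strand are not counted under these settings, so near-identical gene copies are measured less completely. Each table holds 64253 genes, of which 32955 had no read in any library, and 56105 (87.3%) matched a symbol in the name table used. Gene positions are those of the deposited tables.

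The totals of counted reads were 34011175 to 43154039 in shCdGAP libraries and 33182796 to 42786971 in shCon libraries. The 10 most abundant genes took between 3.37% and 3.60% of the reads. TMM factors lay between 0.987 and 1.01. Every pair of libraries of one group differed by more than sampling noise in a chi-square comparison over 14742 genes. That comparison is with counting noise alone, so it cannot tell separate samples from repeat libraries of one RNA. Each library was counted as a separate sample because the methods name 3 independent samples per group. The methods also say that CdGAP-depleted PC-3 cells were selected as single-cell clones, and the paper does not name the clone that was sequenced. If the 3 shCdGAP samples came from the same clone, the p-values measure the spread between samples of that clone. They would not measure the spread between separate knockdown lines.

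Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, robust quasi-likelihood F test, no pairing), limma 3.58.1, fgsea 1.28.0 and DESeq2 1.42.0, and tables were prepared with Python 3.11.15. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. The number of genes kept by the filter was 16439. Calls used an adjusted p under 0.01 and an absolute log2 fold change above 1. CPM values are counts scaled by TMM-adjusted library sizes. A group with at most 3 reads in each library was set to 3 reads per library for a lower bound on a fold. The 8 gene lists were the S and G2/M phase lists of Seurat, own lists for mesenchymal and matrix genes, apoptosis, the interferon response and ribosome biogenesis, and symbol rules for chemokine ligands and cancer-testis antigens. They were tested by preranked enrichment with a threshold of 0.05 on the adjusted p. The lists for mesenchymal and matrix genes, the interferon response and cancer-testis antigens were written after the first rows of Supplementary Data 1 had been read. Chromosomes with at least 20 tested genes were tested with camera at a preset correlation of 0.01.

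Genes named in the text are those the paper names in its text, Fig. 5e or Fig. 6a, and the 5 highest and 5 lowest log2 fold changes among called genes with an average log2 CPM of at least 3 whose groups do not overlap. Others are marked where they appear. Exact permutation of 3 against 3 libraries cannot give a two-sided p under 0.1, so single genes were tested only in models across all genes.

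The scripts were tested on simulated counts drawn from the means, dispersions and library sizes of these libraries. Here a gene counted as called at an adjusted p under 0.01 alone, without the limit on the fold change. Of 190 tested genes with a known change, edgeR called 183 (96.3%), and it called 9 of 15803 unchanged genes. The list and the chromosome given a shift were the only ones called, among 8 lists and 24 chromosomes. Simulated genes were drawn independently of each other, so this cannot show how often a set of correlated genes is called without a shift. In the real data, the 9 splits of the libraries that mix shCdGAP and shCon brought 2 to 4 lists past the threshold. Alternatives set before the data were examined were DESeq2, upper-quartile and library-size scaling, other filters on low counts, other thresholds and set tests, chromosome 13 left out, the replicate number as a block, and each library left out in turn. The Hallmark and Gene Ontology sets, the qPCR, immunoblot, flow cytometry and animal experiments, and the patient data sets were not analysed here.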

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

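Of the tests in this part, those of low counts, of single libraries and of a change of gene dose on chromosome 13, and that of single libraries on chromosome 9, were chosen after the result, or part of it, was seen. Groups of 3 libraries are too small to test for single outlying samples.

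Genes of chromosome 13 were lower in shCdGAP than in control cells as a set, which the paper does not discuss. Their median log2 fold change lay -1.01 from that of the other chromosomes (271 genes, camera adjusted p = 6.93e-49 at a preset correlation), and each shCdGAP library showed it, against 1 deviating library as the source. With an estimated correlation, an alternative chosen after seeing the data, camera gave an adjusted p of 0.000848 for chromosome 13 and 0.00461 for chromosome 9, and 3 of 24 chromosomes passed 0.01, the other being chromosome 1 at a difference of 0.14. Under fry 18 of 24 passed, so its call for chromosome 13 (adjusted p = 3.93e-07) adds little. The question came from Supplementary Data 1, where many genes with small p-values are on chromosome 13. Genes of other chromosomes matched on GC content, length and expression had a median log2 fold change of -0.00212, against what a bias from GC content or length would give (99.6% of the 271 genes had a GC value). Among genes with an average log2 CPM of at least 5 the difference was -0.97, against low counts as the source. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave a difference as large. With 10 splits this share cannot be smaller, so the count by itself leaves open whether chance in the grouping gave it. The other 9 splits, each of which mixes shCdGAP and shCon libraries, gave differences of 0.30 to 0.37 in size. Measured against shCon libraries, single shCdGAP libraries lay at -1.05, -0.96 and -1.01, and single shCon libraries at -0.00264, -0.00799 and 0.00118, so the groups lay farther apart than the libraries within each.

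A candidate explanation is a change of gene dose over a continuous stretch. An edge placed with every other gene of chromosome 13, with the first gene beyond it starting at 46553168, separated the genes not used to place it by -1.31 (45 genes beyond and 38 before). Beyond the edge, 98.9% of 90 genes were lower, with a median log2 fold change of -1.62, that is 0.326 of the shCon level, and a median absolute deviation of 0.213 against 0.343 for genes of other chromosomes. The stretch held 124 of the 689 downregulated genes (18.0%). The counts do not say whether the dose is lower in the shCdGAP cells or higher in the control cells. The methods say that CdGAP-depleted PC-3 cells were selected as single-cell clones, and do not state this for the control cells. The paper's text does not name the clone that was sequenced. A difference between such a clone and the control cells and an effect of CdGAP depletion are therefore confounded in this design. Lower transcription across the stretch at an unchanged dose was not tested.

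Genes of chromosome 9 were also lower, by -0.44 against the other chromosomes (662 genes, camera adjusted p = 1.45e-12), with 71 of them downregulated. Matched genes of chromosomes other than 9 and 13 had a median log2 fold change of 0.0251, against GC content or length, and the shCdGAP library with the smallest difference had -0.43, against 1 deviating library. The difference was not spread over the whole chromosome. In blocks of 25 neighbouring genes, examined for chromosome 9 after their values were seen, the 10 consecutive blocks from 92210207 to 137070588 had medians from -0.63 to -0.47 relative to all genes, and the block nearest the start had -0.44. The 5 blocks between 14081843 and 92115384 had medians from -0.20 to 0.07. Where the stretch begins was not tested on held-out genes, and a change of gene dose and regulation by CdGAP both stay open.

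Cancer-testis antigens, a gene family the paper does not discuss, had a median log2 fold change of 0.57 (11 of 119 genes tested, fgsea adjusted p = 0.0319). The list was written after such genes were seen in Supplementary Data 1. Of the 11, 8 were higher and 3 lower. One of the lower genes is SSX2IP, which the symbol rule takes in although it encodes a protein that binds such an antigen and is not one itself. Without it, an alternative chosen after seeing the data, 8 of 10 genes were higher, with a median log2 fold change of 0.83 (fgsea adjusted p = 0.0349). With every gene of the rule, the median was higher in each shCdGAP library, the least by 0.56, against 1 deviating library. These genes have near-identical copies, and reads shared between copies were not tested. Among members chosen after their values were seen, MAGEA1 rose by a log2 fold change of 3.28 and MAGEA10 fell by 4.76.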

How the results depend on the processing

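The numbers of called genes stayed within 1.5 times 1407 and 689 under every alternative but glmTreat, which gave 658 upregulated and 340 downregulated genes, since it tests against a fold change rather than 0. Across the 6 fits that each left out one library, they ran from 1220 to 1469 and from 634 to 900, the highest of each without shCdGAP replicate 2. Without a filter on low counts they were 1785 and 816, and with at least 10 reads in every library 954 and 490. With chromosome 13 left out, 1399 and 559 genes were counted. Among alternatives chosen after seeing the data, subtracting the median of the nearest 20 tested genes gave 1326 and 494 genes, and DESeq2 without a filter gave 1393 and 724. The real split was the 1 of 10 splits of the libraries with as many upregulated genes, and also the 1 with as many downregulated genes and with as many lists past the threshold. The other 9 splits mix the groups, and they brought 2 to 4 lists past the threshold, against 6 in the real split. The difference of chromosome 13 kept its direction and stayed past its threshold throughout, from -1.06 to -0.78.

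The lists depended most on the set test. With camera and an estimated correlation between genes, the adjusted p was 0.605 for S phase, 0.718 for ribosome biogenesis, 0.109 each for mesenchymal and matrix genes, the interferon response and chemokine ligands, and 0.104 for cancer-testis antigens, so all 6 lost their call. With camera at a preset correlation ribosome biogenesis had 0.0932, and the other 5 called lists kept their call. By its construction fry tests a list without comparing it with other genes, and with 7587 genes past 0.01 it passed 18 of 24 chromosomes, against 2 with camera at a preset correlation. Its values, 0.00205 for apoptosis and 0.0994 for ribosome biogenesis, are therefore not comparable calls. With at least 10 reads in every library the adjusted p was 0.0509 for each of ribosome biogenesis, mesenchymal and matrix genes and chemokine ligands. Without composition normalization ribosome biogenesis had 0.0600. When each library was left out in turn, ribosome biogenesis ran from 0.0101 to 0.333, the highest without shCdGAP replicate 2. The apoptosis list ran from 0.346 to 0.696, and its score changed sign without shCon replicate 3 (adjusted p = 0.669). Beyond the test and the replicates, the cause was not tested.

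Over all tested genes, the deviations of same-numbered libraries correlated at only 0.03, 0.05 and 0.05, so the replicate number was not taken as a pairing. Mitochondrial genes, examined after their values were seen, did follow the number, with a share of the reads of 1.12%, 0.616% and 1.46% in shCdGAP replicates 1, 2 and 3 and of 0.920%, 0.594% and 1.14% in the shCon replicates, so handling shared by number is not excluded. With the replicate number as a block, 1371 and 677 genes were called, and the chemokine ligands had an adjusted p of 0.0575.

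Among 33 named genes with a value, 390 values under alternatives held 370 with the same direction and side of the threshold of 0.01, 16 that no longer passed, 4 that newly passed and 0 that changed direction. The edgeR fit without shCdGAP replicate 2 gave far smaller adjusted p for many named genes, such as 2.02e-36 against 1.28e-08 for TFDP1. Lowest values from that fit are therefore not to be read as stronger evidence. GADD45G, with at most 27 reads, is limited by depth.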

Differences from the paper's values

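The paper gives a 90% reduction of the CdGAP transcript in the shCdGAP clone, while the RNA-seq counts of ARHGAP31 fell by 54.7%. None of the alternatives set before the data were examined closed the gap. The paper's own log2 fold change in Supplementary Data 1 is -1.16, against -1.14 here. The copy of that table used here holds 1997 of the paper's 2104 genes.

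For SNAI2, the paper's qPCR level in shCdGAP cells relative to control cells is about 0.5 in Fig. 5e, read by eye, while the counts gave 0.904. None of the alternatives set before the data were examined closed the gap.

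The paper states that SNAI2 fell in CdGAP-depleted cells, while its adjusted p here was 0.203. The paper states that CDH1 fell, while here it passed the threshold of 0.01 only without shCdGAP replicate 2, a fit with far smaller adjusted p for other genes as well. Its adjusted p was 0.0636 with all libraries by edgeR and 0.0414 under DESeq2. The direction was the same and the size of the CDH1 change was close. The counts gave 0.603 of the control level, against about 0.55 in Fig. 5e, read by eye. The paper states that TGFβ rose, while TGFB2 had a log2 fold change of -2.25 and TGFB1 and TGFB3 rose. The paper states that apoptosis genes were enriched, while the apoptosis list used here, which is not the Hallmark set, had an adjusted p of 0.615. It passed under fry (0.00205), which does not compare the list with other genes. The paper states that the G2M checkpoint set was depleted, while the G2/M list used here, also another list, had an adjusted p of 0.225.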

Other observations

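The tests of the neighbours of RB1, TFDP1 and CDC16, of a mixture in shCdGAP replicate 2, and both tests of ARHGAP31 were chosen after the result, or part of it, was seen.

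RB1, TFDP1 and CDC16, shown in Fig. 6a, lie in the stretch of chromosome 13 described above. Their log2 fold changes differed from the median of the nearest 20 tested genes by at most 0.21, so a shift shared with their neighbours may account for their decrease. CCNA1, also on chromosome 13 but before the edge, lay -0.78 from its neighbours.

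Along all chromosomes, 397 blocks of 25 neighbouring genes were compared. In 20 of them the median log2 fold change lay more than 0.411 from that of all genes, 18 lower and 2 higher. They included 11 blocks on chromosome 9, 4 on chromosome 13 and 3 on chromosome 3. When log2 fold changes were shuffled among genes, 0 of 1000 shuffles gave as many blocks, and the most in one shuffle was 1, against a chance order of genes. Which of them reflect gene dose and which shared regulation was not tested. Smaller shifts below the limit also ran over neighbouring blocks, seen after the values were known and not tested. The blocks of chromosome 5 from 112707498 on had medians from 0.18 to 0.38 relative to all genes. On chromosome 7 the blocks up to 56106576 had medians from 0.15 to 0.40. Regional shifts are therefore not confined to the blocks past the limit.

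Replicate 2 of shCdGAP stood apart from replicates 1 and 3. Of 10282 genes with an average log2 CPM of at least 3, 309 differed by more than 0.5 on the log2 scale between replicates 1 and 2, 387 between replicates 2 and 3, and 1 between replicates 1 and 3. After every library was thinned to the smallest total, 317 genes still differed between replicates 1 and 2, against its greater depth as the cause. The stretch of chromosome 13 lay at -1.60 in replicate 2 and at -1.64 and -1.67 in replicates 1 and 3, against a mixture with control cells as the whole cause. Among the shCon libraries replicate 2 also lay farthest from the others, by much less, with 17 and 31 genes over the limit against replicates 1 and 3, and 8 between replicates 1 and 3. Against the other chromosomes, the mitochondrial genes were lowest in replicate 2 of both groups, at -0.59 in shCdGAP and -0.79 in shCon. The labels give no batch, and a difference in culture or handling, shared by the replicate 2 samples or not, stays open.

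The smaller decrease of ARHGAP31 reads than of the paper's transcript level was tested against 2 explanations. The nearest 20 tested genes had a median log2 fold change of 0.22, far less than a higher gene dose would need to hide such a gap. The 3 shCdGAP libraries fell by at least 54.2%, against 1 library without the knockdown. A loss of knockdown between the experiments was not tested.

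Among other genes the paper names, RAC1 had a log2 fold change of -0.14 (adjusted p = 0.00969 by edgeR), CDC42 of 0.16 (adjusted p = 0.0152) and ZEB2 of 0.19 (adjusted p = 0.219). RAC1 and CDC42 both lie near the threshold of 0.01. RAC1 passed it in 2 of 12 alternatives, with adjusted p from 3.76e-08, without shCdGAP replicate 2, to 0.0353. CDC42 passed it in 3 of 12, from 0.000878, also without shCdGAP replicate 2, to 0.0844. Both kept their direction in all 12, and the adjusted p of ZEB2 ran from 0.119 to 0.805.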
